# PARG suppresses tumorigenesis and downregulates genes controlling angiogenesis, inflammatory response, and immune cell recruitment

**DOI:** 10.1186/s12885-022-09651-9

**Published:** 2022-05-18

**Authors:** Sarah Johnson, Yaroslava Karpova, Danping Guo, Atreyi Ghatak, Dmitriy A. Markov, Alexei V. Tulin

**Keywords:** PARP, PARG, Poly(ADP-ribose) glycohydrolase, Poly(ADP-ribose) polymerase, Poly(ADP-ribose), chemokines, Tumorigenesis, 3 T3 cells, Doxycycline

## Abstract

Chemokines are highly expressed in tumor microenvironment and play a critical role in all aspects of tumorigenesis, including the recruitment of tumor-promoting immune cells, activation of cancer-associated fibroblasts, angiogenesis, metastasis, and growth. Poly (ADP-ribose) polymerase (PARP) is a multi-target transcription regulator with high levels of poly(ADP-ribose) (pADPr) being reported in a variety of cancers. Furthermore, poly (ADP-ribose) glycohydrolase (PARG), an enzyme that degrades pADPr, has been reported to be downregulated in tumor tissues with abnormally high levels of pADPr. In conjunction to this, we have recently reported that the reduction of pADPr, by either pharmacological inhibition of PARP or PARG’s overexpression, disrupts renal carcinoma cell malignancy in vitro. Here, we use 3 T3 mouse embryonic fibroblasts, a universal model for malignant transformation, to follow the effect of PARG upregulation on cells’ tumorigenicity in vivo. We found that the overexpression of PARG in mouse allografts produces significantly smaller tumors with a delay in tumor onset. As downregulation of PARG has also been implicated in promoting the activation of pro-inflammatory genes, we also followed the gene expression profile of PARG-overexpressing 3 T3 cells using RNA-seq approach and observed that chemokine transcripts are significantly reduced in those cells. Our data suggest that the upregulation of PARG may be potentially useful for the tumor growth inhibition in cancer treatment and as anti-inflammatory intervention.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12885-022-09651-9.

## Introduction

The poly(ADP-ribosyl) ation pathway (also known as parylation) regulates many cellular processes by re-modeling chromatin, including transcription, stress response, DNA repair among others [1–3]. The cellular level of poly(ADP-ribose) (pADPr) depends on the relative activity of two counteracting enzymes: poly(ADP-ribose) polymerase (PARP), which modifies proteins by adding poly(ADP-ribose) moieties to their surface, and poly(ADP-ribose) glycohydrolase (PARG), which degrades pADPr polymers [4]. The main PARP in mammal cells is PARP1 – nuclear enzyme that is highly enriched in chromatin and was shown to be associated with promoter of genes [5–7]. The synthesis of pADPr, the long branched nucleic acid, twice more negatively charged than DNA, repulse other chromatin proteins from DNA in dependent genes areas and make it accessible to other binding factors that regulates transcription [5]. The intensive studies on revealing PARP1 dependent genes are ongoing and while some of them, such as heat shock and NF-kB target genes, are already identified, many others are still to be determine [5, 8, 9]. Moreover, it is known that these targets sometimes demonstrate particular cell state and type variabilities [10].

The mode of action for pADPr on cellular processes is quite complex and depends on the rate of poly(ADP-ribosyl) ation, which protein factors and chromatin loci are involved, as well as the level of self-activation of PARP through the attachment of poly(ADP-ribosyl) residues and other regulatory modifications the two enzymes may undergo [11]. Since many cancer cells have been found to accumulate abnormally high levels of pADPr [12], the dysregulation of poly(ADP-ribosyl) ation pathway has been implicated in tumorigenesis, and thus has been a point of interest for the development of new cancer treatments [13, 14]. While molecular mechanisms regulating the activity of PARP proteins have been exhaustively scrutinized [4, 15], PARG has not yet been intensively studied due to its low cellular content, the lack of cell-applicable, PARG-specific chemical inhibitors, as well as reliable PARG genetic models [16]. Both PARP and PARG have been shown to localize to the same loci with elevated levels of pADPr [17].

Consequently, despite the fact that PARG has an opposite to PARP activity and may be approached as a means to downregulate pADPr, the majority of published data on PARG focuses on its inactivation **[**18**–**21**]**, and, in addition to PARP inhibitors, a number of PARG inhibitors have recently emerged as potential anti-cancer interventions **[**13**,** 15**,** 22**,** 23**]**, linking the therapeutic effect of PARG inhibitors with the deficiencies in DNA replication **[**24**–**26**]**. Since PARP is known to poly(ADP-ribosyl) ate itself as a mean of self-inactivation **[**27**]**, in those cancers where PARG’s upregulation correlates with poor survival rate, an elevated level of PARG may be sufficient to keep PARP re-activated but, at the same time, may not be sufficient to reduce the overall level of pADPr and thus to suppress tumorigenicity. While the physiological effect of inhibitors may, in fact, depend on the ratio between these two counteracting enzymes in a particular cancer type, the most recent statistical analysis of long-term renal cancer patients’ survival indicates that PARP1 remains “prognostic, high expression is unfavorable in renal cancer”, but, at the same time, PARG appears to be not prognostic in renal cancer, and its increased density correlates with patients’ survival (Supplemental Fig. S1). Following these studies, our recently published data on clear cell renal cell carcinoma (ccRCC) demonstrated that upregulation of PARG reduces the clonogenic activity ccRCC cells in vitro, which is also associated with downregulation of genes associated with a number of tumorigenic pathways **[**28**]**. Thus, although PARG inhibition may be useful for treatment of certain cancers due to their complex etiology, the upregulation of PARG, which may be more straightforward and effective in other cancers, have not been thoroughly studied in vitro and in vivo. And yet, very little is known about the mechanisms of PARG regulation, its role in tumorigenesis, and molecular pathways that might be affected by PARG’s inhibition or activation in metastatic tumors.

Addressing the problem of mapping pADPr-associated proteome and PARG targets is complicated by the transient nature of pADPr moieties, the complex biochemical behavior of pADPr-modified proteins in vitro, and the presence of seventeen PARP-related genes in mammalian genomes [29]. To date, multiple papers have identified a set of pADPr-responsive factors that regulate global gene expression. PARP-1, the major isoform of PARP in mammals, has been demonstrated to be a cofactor of various transcription factors and chromatin-associated proteins, including NFkappaB, Activator Protein 1 (AP-1), histones, and an activator of different regulatory pathways (Wnt, SIRT-1) [20, 30–33]. In addition, poly(ADP-ribosyl) ation pathway has been implicated in promoting inflammatory responses by inducing cytokines such as TNFα and cell adhesion molecules [34–38]. Elevated levels of pADPr have also been associated with the release of various chemokines, including monocyte chemoattractant protein-1 (MCP-1 or CCL2), eotaxin (CCL11), macrophage inflammatory proteins MIP-1α (CCL3) and MIP-1β (CCL4), all of which are known to promote cancer invasion [39]. Chemokine expression triggers the degradation of extracellular matrix by matrix metalloproteinases (MMPs), the endothelial cell migration, and the induction of angiogenic pathways such as the vascular endothelial growth factor (VEGF) pathway. And yet, while the expression of chemokines has been directly implicated in every stage of cancer development [40, 41], the role of PARG in controlling cellular chemokines remains elusive and controversial. The inhibition of PARG has been shown to mediate post-traumatic inflammatory reaction [42] and to induce the expression of proinflammatory genes by macrophages [43]; on the other hand, the decrease of PARG’s activity has been demonstrated to reduce septic shock in mice [44] and to protect animals against renal ischemia/perfusion injury [45]. To date, despite the fact that PARG was discovered during early studies on DNA damage, inflammation and tumorigenesis, the role of PARG in controlling gene expression in tumors, especially in respect to its pADPr-degrading activity, has not been sufficiently explored.

Human PARG (hPARG) is encoded by a single gene as its mammalian paralogs. Previously, we demonstrated that the controlled overproduction of hPARG in cultured clear cell renal cell carcinoma (ccRCC) cells reduces their clonogenic activity in vitro, which was associated with the downregulation of key cancer-related genes [28]. Similarly, we used PARG-overexpressing cells to model the activation of PARG by increasing the cellular pool of active PARG polypeptide. The isolation of stably expressing cell lines from patient-derived tumors is often hindered by significant genetic variations among isolates and overall genetic instability, including chromosomal aberrations. To circumvent this, here we utilize allogenic NIH/3 T3 Swiss albino embryonic fibroblasts (3 T3 cells), a universal system for studying malignant transformation of highly proliferative cells [46–48], to stably express hPARG in grafted cells using previously published lentiviral hPARG-TetON system [28] (Fig. 1, panel A). hPARG coding sequence is introduced under TetON promoter that starts to be expressed when permanently lentivirus-transduced 3 T3 cells are treated with doxycycline. Therefore, doxycycline treatment will induce hPARG overexpression in transduced 3 T3 cells, while will not affect the PARG level in untransduced cells [49, 50]. To follow alterations in the expression pattern of cancer-associated genes induced by the change in PARG level, we use the utility of 3 T3 cells and RNA-seq approach to compare transcription profiles of transfected tumor cells and their immediate precursors. The analysis of our RNA-seq data reveals that the expression of pro-tumor cytokines and chemokines involved in the promotion of angiogenesis, tumor growth, and inflammatory response is significantly downregulated in the cells expressing hPARG relative to the control group. The detail data presented below may pave a new path for utilizing the poly(ADP-ribosyl) ation pathway components for the treatment of cancers and associated inflammatory responses, as well as for therapeutic prevention of oncogenesis.

**Fig. 1:**
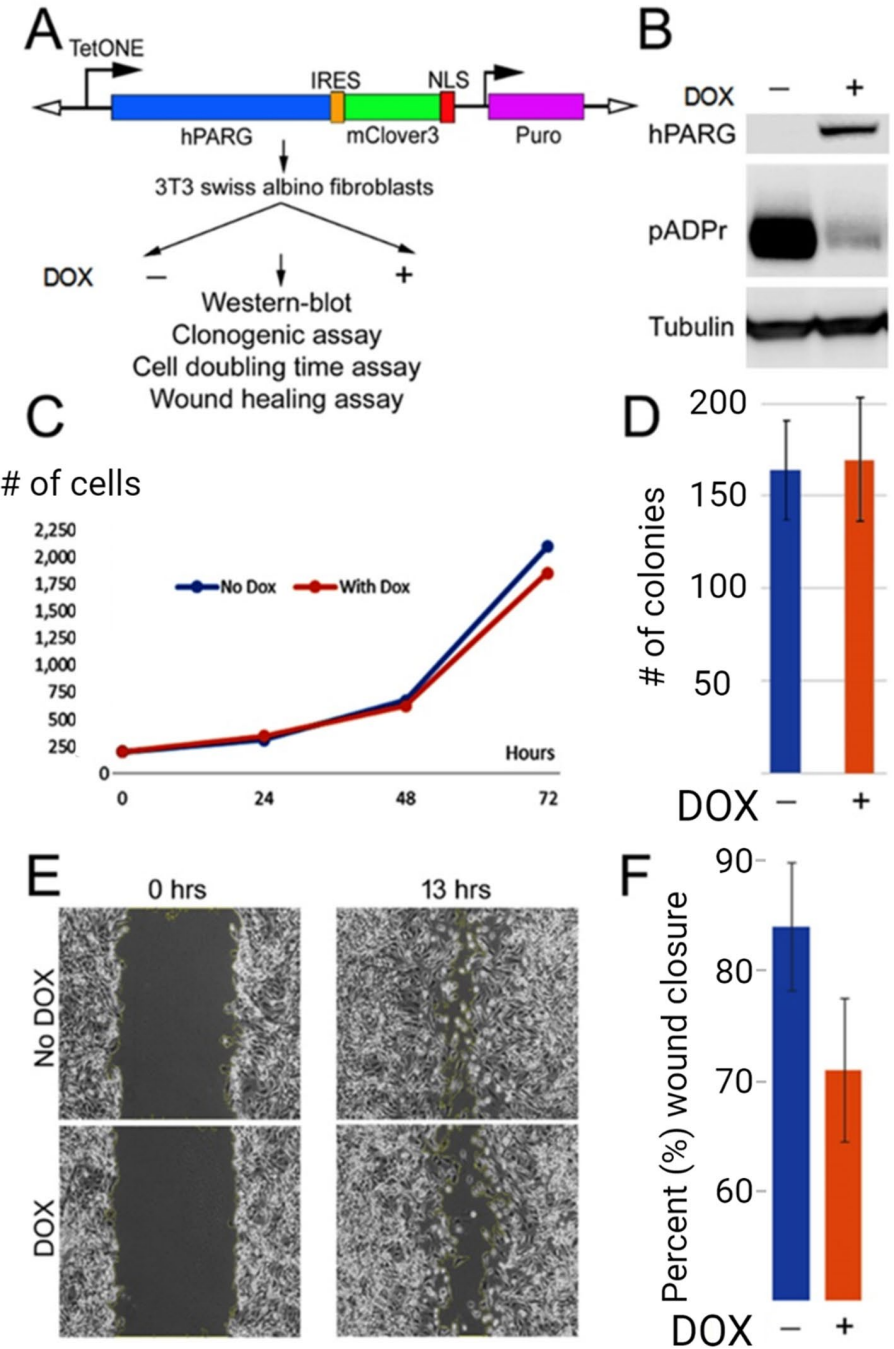
The ectopic expression of hPARG in 3 T3 cells does not affect their viability in vitro. **A** Schematic of the 13.5 kb lentiviral cassette pLVX-TetONE-hPARG-IRES-mClover3-NLS-Puro co-expressing hPARG and nucleus-targeted fluorescent protein mClover3 under control of the TetON promoter. The cassette was used to generate a 3 T3 cell line which stably expresses hPARG in the presence of doxycycline (3 T3-hPARG). The Puromycin-resistant gene (Puro) was used as a selection marker. The cells were split into two test groups, one of which received 500 ng/ml doxycycline (+) and the other receiving no doxycycline (−). These cells were then subjected to the assays indicated. **B** Rabbit monoclonal anti-hPARG and mouse anti-pADPr antibodies were used to detect the hPARG polypeptide and pADPr moieties, respectively, in 3 T3-hPARG cells that were cultured either in the absence (−) or in the presence (+) of doxycycline. Staining with anti-tubulin antibodies was used as a loading control (Tubulin). The uniform expression of hPARG in cultured cells and the corresponding reduction in pADPr was confirmed by immunofluorescence (Supplemental Fig. S4). Uncropped version of Western Blot is presented at Supplemental Fig. S5. **C** Doubling time assay comparing 3 T3-hPARG cell cultures grown either in the presence (‘With Dox’; red line) or in the absence (‘No Dox’; blue line) of doxycycline with regard to the number of cells produced over the indicated time periods. The two treatment conditions showed a similar doubling time (26 ± 7 hours). **D** Clonogenic assay comparing # of clones (≥50 cells/each) formed by single 3 T3-hPARG cells over 14 days either after doxycycline induction (+DOX) or in the absence of doxycycline (−DOX) (*n* = 3 for each group; error bars represent SEM). **E** Wound healing assay shows the ability of cultured 3 T3-hPARG cells to restore the damaged monolayer in the presence (DOX) and in the absence of doxycycline (No DOX). **F** 3 T3-hPARG wound healing assay quantified as % of wound closure (*n* = 5; the difference is not statistically significant (t-test *p* value = 0.2076). Error bars represent SEM

## Materials and methods

### Cell culture

Albino Swiss Mouse Embryonic Fibroblasts (3 T3 line or 3 T3 cells) were acquired from Nexus Pharmaceuticals, Inc. Cells were grown in RPMI1640 with medium supplemented with 10% (v/v) inactivated fetal bovine serum (FBS) (Atlanta Biological, R&D Systems, CAT# S11150H) and 100 units/ml penicillin G sodium, 100 μg/ml streptomycin sulfate (Gibco, CAT#15240062) and 1X MEM non-essential amino acids (Gibco, CAT# 11140050). Human lenti-X 293 T cells (Clontech/Takara, CAT# 632180) were maintained in 90% DMEM (Sigma, CAT# D5796) with 10% (v/v) inactivated fetal bovine serum (FBS), 100 units/ml penicillin G sodium, and 100μg/ml streptomycin sulfate, and used as the host cell line for lentiviral packaging. Human HT1080 (ATCC, CAT#CCL-121) cells for lentiviral titration were grown in EMEM (ATCC, CAT# 30-2003).

### Plasmids and vectors

The lentiviral construct, pLVX-TetOne-hPARG-IRES-mClover3-NLS-Puro is based on pLVX-TetOne-Puro vector system (Clontech/Takara, CAT# 631847) and allows the expression of human PARG gene under control of Tet-inducible promoter (TetONE) and nucleus-targeted fluorescent protein mClover3 ORF for the visual control of promoter activity. The detail information on this construct and its complete sequence has been published previously [28].

### Packaging Lenti-X vectors into lentiviral particles and virus tittering

The lentiviral construct, pLVX-TetOne-hPARG-IRES-mClover3-NLS-Puro was packaged into lentiviral particles using Lenti-X Packaging Single Shots Protocol from Clontech/Takara. Lentiviral vector stocks were collected and concentrated using the Lenti-X Concentrator Protocol (Clontech/Takara). Lenti-X virus stocks were tittered using puromycin selection with HT1080 cells; the titer of virus corresponded to the number of colonies generated by the highest dilution multiplied by the dilution factor.

### Single clones screening and transduction of selected clones for hPARG expression

2 × 10^5^ 3 T3 cells were cultured in 6-well plates in complete growth medium for 12-18 hr. before transduction. Polybrene was added to the cell culture to obtain a final concentration of 4 μg/ml to increase the efficiency of lentivurus transduction according manufacturer recommendation (Clontech/Takara). 3 T3 cells were transduced with a multiplicity of infection (MOI) of 30. The cells were transduced, and, after 24 hr. post-transduction, the medium was removed, and the cells were trypsinized and split. Cells from a single well of a 6-well plate were split into 4 10-cm dishes containing complete growth medium supplemented with 2.25 μg/ml of Puromycin. Puromycin-resistant colonies were transferred into separate wells of a 24-well plate and cultured in the presence of puromycin. To select colonies for hPARG expression, isolated colonies were split and further cultured either in the presence or in the absence of 500 ng/ml doxycycline for 72 hr. hPARG expression was determined by Western Blotting analysis and the fluorescent signal generated by mClover3 fluorescent protein (captured by Biotek Cytation 3 imaging reader). Clones with the highest fold change of hPARG induction vs control were selected for propagation and further testing.

### Cell culture experiments

3 T3 cells with confirmed expression of hPARG and their lentivirus-free controls were grown in complete RPMI-1640 media (Invitrogen) supplemented with 10% Fetal Bovine Serum (Atlanta Biologics), 1% of 100X Penicillin-Streptomycin (Gibco), non-essential amino acids (NEAA) (Gibco) and 2.5 μg/ml puromycin (Takara) to ensure the integrity of lentiviral construct. All cells were maintained in CO_2_ incubator at 37 °C with 5% CO_2_. To overexpress the gene of interest (hPARG), 500 ng/ml doxycycline (Takara) was added to the cells and maintained for 72 hrs. Control wells were maintained without doxycycline stimulation in the same medium for the same time period.

### Western blotting and immunohistochemistry

Polypeptides from total cell lysates were separated by SDS-PAGE and transferred to a PVDF membrane for analysis. All blots were blocked in 5% dry milk resuspended in 1X PBS (PBS Santa Cruz, CAT# sc-24,947), 0.1% Tween 20 (Sigma, CAT# P2287), then were probed by incubation with the following primary antibodies at 4 °C: rabbit monoclonal anti-hPARG (1:2000) (Cell Signaling Technology, CAT# D4E6X), mouse monoclonal anti-pADPr (1:150) (Santa Cruz Biotechnology, CAT# 10H), mouse monoclonal anti-Tubulin (1:20000) (Sigma, CAT# B512). Membranes were then washed 3 times with 1X PBST and subsequently incubated with corresponding secondary antibodies: HRP-labeled, anti-Rabbit IgG (Goat) for 30 minutes or HRP-labeled, anti-Mouse IgG (Goat) (both from PerkinElmer, 1:5000) for 45 min at RT. Immunoblot exposure was done by adding HyGlo chemiluminescent HRP antibody detection reagent (Fisher Scientific, CAT# NC9515009), and the imaging and densitometric analysis were conducted using a LI-COR Odyssey Fc imaging system (model 2800) and LI-COR Image Studio software v5.2.

### Cell doubling time

To check cell viability, 3 T3 cells with the lentiviral construct were plated in 6-well culture dishes with 2 × 10^5^ cells per well. An equal number of wells were assigned for the cells with doxycycline induction and the control group with no doxycycline added (no induction). Doxycycline induction (500 ng/ml) was maintained for 24, 48, and 72 hrs, at which time points induced and non-induced cells were counted to estimate the growth rate and the doubling time. At each time point, the cell number from each group was averaged, plotted on the graph, and the doubling time was calculated using the following formula:

$$\mathrm{Doubling}\;\mathrm{time}\;=\;\mathrm{duration}\;\ast\;\log\;\left(2\right)/\log\;\left(\mathrm{Final}\;\mathrm{concentration}\right)\;-\;\log\;\left(\mathrm{Initial}\;\mathrm{concentration}\right).$$

### Clonogenic assay

3 T3 cells were seeded in 6-well plates (200 cells/well). After 24 hrs, the plates were split into two groups, each of which received either 500 ng/ml doxycycline or vehicle as described for the Cell Doubling Time assay. The cells were grown for an additional 14 days with doxycycline and media being exchanged every 2 days. After crystal violet (0.5% w/v) staining, colonies of more than 50 cells were counted by the FIJI particle analyzer tool.

### Wound healing assay

For this assay, 2 × 10^5^ cells per well were seeded into 12-well plates and cultured in complete RPMI media as described earlier. An equal number of wells were kept as control and for the treatment group receiving 500 ng/ml doxycycline. Once cells became confluent in a monolayer, a wound was created by scratching the bottom of the well(s) with a 200 μl pipette tip in a gentle, steady, and straight motion. Pictures were taken immediately of the scratch area under a light microscope. This is considered the time point 0 (T0). Then the cell media were exchanged for reduced serum media (2% serum), and the cells were cultured with or without doxycycline, and the same exact wound areas were imaged after 12-18 hrs (Time ∆ h). Images were analyzed with Image J (imagej.nih.gov.ij/version 1.52a) wound healing tool (http://dev.mri.cnrs.fr/projects/imagej-macros/wiki/Wound_Healing_Tool). Averages of triplicates of control and treatment wells were taken for data analysis purpose. Percent (%) wound closure was measured by following formula [51]:

$$\left[\left( At=0\ h- At=\Delta h\right)/ At=0\ h\right]\times 100\%$$

### Animals for in vivo studies

Severely immunodeficient NSGTM mice (NOD.Cg-Prkdc<scid> Il2rg < tm1Wjl>/SzJ) were obtained from Jackson Lab, Bar Harbor, ME. All animals were maintained in standard housing conditions (12 hr. light/dark cycle, ad libitum food and water). All animal experiments were approved by the University of North Dakota Institutional Animal Care and Use Committee (IACUC). Animals with tumor allografts were euthanized according to IACUC-approved protocol (А1802-3) and before they reached the morbid state.

### Allografts

3 T3-hPARG cells were grown to 80% confluency, and 2 × 10^6^ cells were injected subcutaneously into the lower flank of 6-9 week-old female NSG mice. For the doxycycline experimental group, 3 T3-hPARG cells were stimulated with 500 ng/ml doxycycline for 72 hrs prior to the cell injection. All injected mice were observed closely for tumor growth. Once tumors started appearing, tumor volumes were measured by digital calipers every 2-3 days for up to day 36. Tumor volumes were calculated using the modified ellipsoid formula V = (length × Width^2)/2 [52]. The control groups of mice were maintained with regular diet while the experimental groups were supplemented with 200 mg/kg body weight doxycycline feed (Bioserve, NJ). Diet and water were refreshed every 5 days.

A parallel, control study was also performed using allografts with non-transformed 3 T3 cells. Tumor growth and development were followed in a similar way. These mice also received either control diet or a diet containing doxycycline as indicated.

### 3 T3 originated allograft

Allografts were dissected from mice and fixed in 4% paraformaldehyde (PFA) for 4 hour at 4C, submerged into 20% sucrose until sink and frozen in O.C.T. TissueTek (Fisher Scientific, Cat# 23-730-571). 12 μm sections were permeabilized with 0.3% TritonX-100 for 30 min RT and stained with anti-CD31 (1:500) (Abcam, ab28364) primary antibodies and goat anti-rabbit Alexa488 secondary antibodies (1:800) (Invitrogen, A-11008). Confocal images were taken on Leica DMI8 microscope.

### RNA-seq sample preparation

A 3 T3/pLVX-TetOne-hPARG-IRES-Puro hPARG-positive clone was grown in RPMI1640 (10% FBS, 100 units/ml penicillin G sodium, and 100 μg/ml streptomycin sulfate) with the addition of 2.5 μg/ml puromycin. The cells were split into six 10 cm dishes with 8 × 10^5^ cells per dish and incubated at 37 °C with 5% CO_2_ overnight. The following day the medium was exchanged to fresh complete medium with 2.5 μg/ml puromycin, with 3 dishes also receiving 500 ng/ml doxycycline. After 48 hrs, the medium was changed to fresh medium with 2.5 μg/ml puromycin, with 500 ng/ml doxycycline added to the same dishes. After 72 hrs, the cells were collected, and RNA was extracted according to the RNeasy protocol (Qiagen). The quality of RNA was determined by Bioanalyzer, the RNA integrity number for all RNA samples ranged 9.9-10. RNA samples were sent to Novogene for library preparation and RNA sequencing.

### Sequencing

RNA library preparation and 150 bp paired-end sequencing for mouse 3 T3 cells expressing human PARG via doxycycline induction was performed at Novogene Sequencing laboratory. mRNA was enriched via Poly(A) selection. Novogene libraries were prepared using NEB’s Ultra II RNA library kit and sequencing was performed on the NovaSeq 6000 system (Illumina). Illumina FQ sequencing files were imported into CLC Genomics Workbench version 12.0. The reads were trimmed to remove adapters then the trimmed reads were mapped to the GRCm38.96 *Mus musculus* genome using CLC’s default parameters (mismatch cost = 2, insertion cost = 3, deletion cost = 3, length fraction = 0.8, similarity fraction = 0.8, auto-detect paired distances, maximum number of hits per read = 10). All samples have a minimum of 50 million reads with 92% or greater mapping in pairs to the genome. At least 97% of the mapped reads mapped to genes. *N* = 3 for both treatment groups.

### Differential expression analysis and databases search

After mapping, differential expression for RNA-seq analyses was performed in CLC Genomics Workbench 12.0 on the gene-level expression tracks using whole transcriptome RNA-seq with TMM normalization. Differential expression due to treatment (hPARG+ or control) was tested with the comparison against the control group. Human Protein Atlas Database https://www.proteinatlas.org/ was accessed on 03/20/22. Survival plots were built at https://kmplot.com/ on 03/20/22.

### Quantitative PCR (qPCR)

Total RNA was extracted from cells using QIAshredder column and RNeasy kit (Qiagen), contaminating genomic DNA was removed by the g-column provided in the kit. cDNA was obtained by reverse transcription using M-NLV reverse transcriptase (Invitrogen). Relative quantitative PCR was performed using SYBR Green Master Mix (Bio-Rad) and ABI StepOne Plus real-time PCR system (Apply Biosystems, New York, NY, USA). qPCR was performed in 20 μl of master mix containing 10 μl SYBR, 100 ng cDNA and 250 nM of each forward and reverse primers. Primers used are listed in Table A2, Additional file 1 A**.** For all qPCR experiments, gene expression levels were normalized to the mouse housekeeping gene GAPDH and averaged from triplicates. The relative expression levels of the genes were measured using 2^-ΔΔCt method [53]. *N* = 3 biological replicates for each treatment group.

### Gene ontology analyses

Human orthologs for differentially expressed genes were determined by DIOPT (DRSC Integrative Ortholog Prediction Tool) score and enrichment tests were performed in IPA (Ingenuity Pathway Analysis) and Panther.

### Immunofluorescence staining

3 T3 cells were grown on 4 well Lab-Tek™ Chamber Slides (Thermo Fisher) with or without 500 ng/mL doxycycline for 72 h, washed with PBS, fixed with 4% PFA for 10 min, and permeabilized with 0.3% TritonX100 for 20 min at room temperature. Fixed cells were blocked in 5% normal goat serum (Thermo Fisher) on 0.1% TritonX100 and PBS for 1 h at room temperature and then stained with primary rabbit monoclonal anti-PARG antibodies (1:500, D4E6X, Cell Signaling) and mouse anti-pADPr antibodies (1:800, sc-56,198, Santa Cruz) on blocking solution at 4 °C overnight. Secondary anti-rabbit Alexa488 or anti-mouse Alexa568 antibodies (1:800, Invitrogen) diluted on blocking solution were used for final 1 h staining at room temperature. Slide wells were removed and cells were mounted into Vectashield mounting media (Vector Laboratories, San Francisco, CA, USA).

## Results

### The ectopic expression of hPARG in albino Swiss mouse embryo fibroblasts (3 T3 cells) significantly reduces the level of pADPr in these cells

To test whether PARG expression can influence tumorigenesis, we transfected mouse 3 T3 cells with a previously described lentiviral construct to express hPARG under doxycycline (DOX) control [28] (Fig. 1, panel A). The exposure of transfected cells (3 T3-hPARG) to doxycycline (+ DOX) resulted in a marked increase in hPARG polypeptide and a subsequent reduction of pADPr levels relative to the control (−DOX) (Fig. 1, panel B; a representative picture of treatment cell groups immunostained with anti-hPARG and anti-pADPr antibodies, and uncropped Western blots are shown on Supplementary Figs. S2 and S3, respectively) but did not affect the cells’ division rate and doubling time (Fig. 1, panel C). The lack of negative effect of pADPr reduction on cell viability was further confirmed by clonogenic assay (Fig. 1, panel D).

A standard in vitro wound healing or scratch assay was performed to study the coordinated movement of the cell population. Because cancer cells often show an aggressive migration pattern, we performed this assay to check whether doxycycline induced 3 T3-hPARG cells show a slower or altered rate of wound healing (Fig. 1, panel E). We observed an insignificant reduction in migratory activity among hPARG-expressing cells relative to the control (Fig. 1, panel F). Our experiments with ectopic expression of hPARG in cultured 3 T3 cells demonstrated that, although hPARG effectively degrades pADPr moieties, it does not affect the viability of the cells in vitro except for the slight reduction of migratory activity in the wound healing assay.

### The ectopic expression of hPARG in 3 T3 cells inhibits their tumorigenic potential in vivo

To test the effect of hPARG ectopic expression on tumorigenesis, we used an in vivo 3 T3-derived tumor allograft mouse model. The 3 T3 transformation system has led to the discovery of many oncoproteins, including RAS family proteins, human epidermal growth factor receptor 1 (HER1/EGFR) and HER2 [54], and 3 T3 cells form very aggressive subcutaneous tumors that have been used as a standard model for tumor formation and metastases [55–58]. Our experiments compared the 3 T3-derived tumor growth in four tested groups, which were different in regard to the expression of hPARG and the exposure to doxycycline (Fig. 2, panel A).

**Fig. 2:**
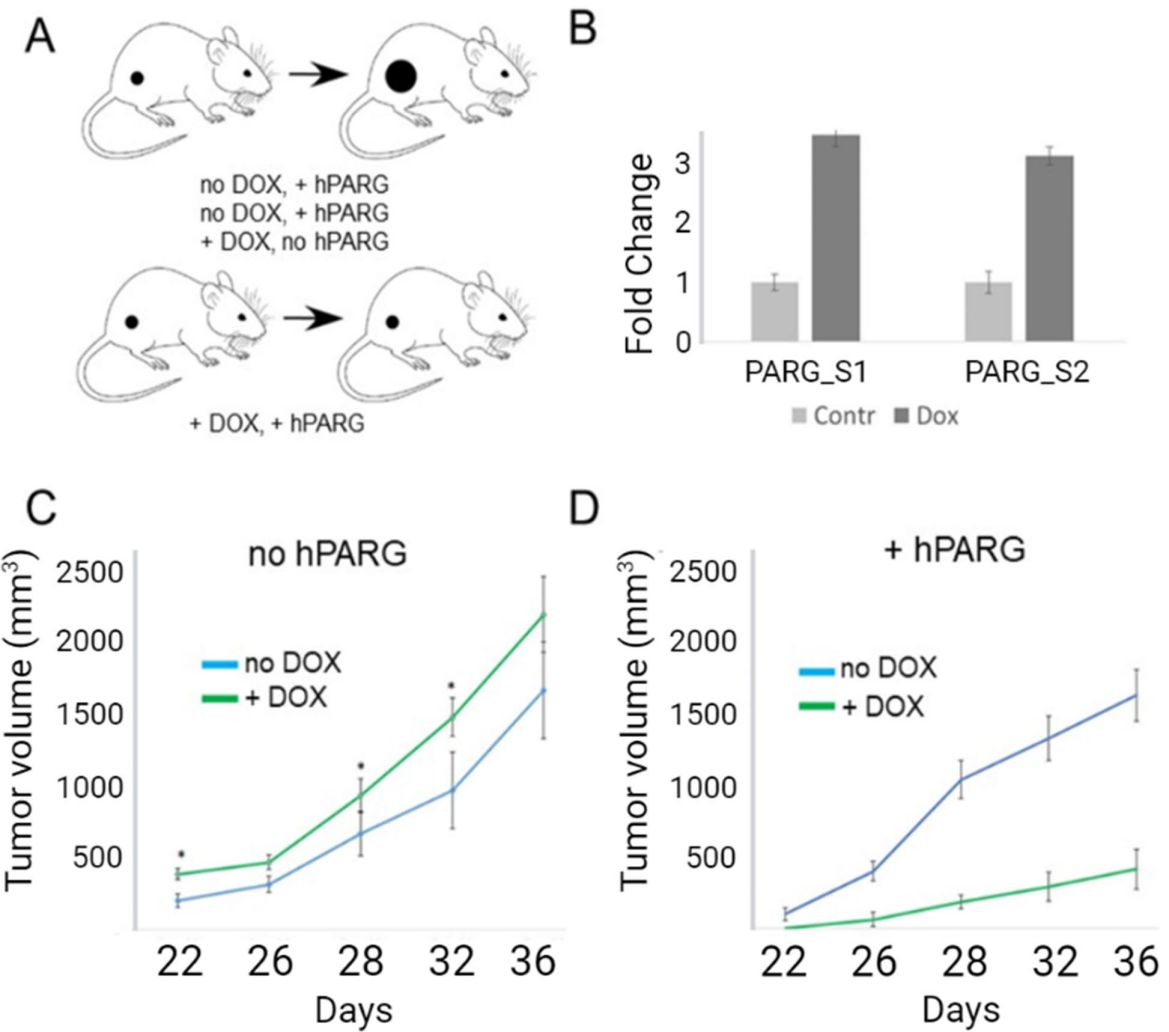
The ectopic expression of hPARG in 3 T3 cells inhibits their tumorigenic potential. **A** A 3 T3 cell-derived tumor allograft mouse model was used to test the effect of hPARG ectopic expression on tumorigenesis. Immunodeficient mice were split into four comparable groups, each of which varied in two parameters: whether or not the mice were administered doxycycline (‘+DOX’ vs ‘no DOX’), or whether allograft cells received a lentiviral expression cassette (‘+hPARG’ vs ‘no hPARG’, i.e. the grafted cells had no cassette). **B** After the cells were allowed to form subcutaneous tumors (≥ 100 mm3) followed by the treatment with doxycycline for 7 days, the expression of hPARG in isolated tumor tissues was confirmed by RT-PCR with two alternative sets of primers complementary to hPARG cDNA (S1 and S2, Table A2 in Supplemental Data section). Doxycycline-dependent increase in hPARG transcript level is expressed as fold increase of hPARG cDNA in doxycycline-treated group (Dox, dark grey bar) over hPARG cDNA level in the tumors derived from animals not treated with doxycycline (Control, light gray bar); *p* < 0.05. **C** The volumes of tumor allografts (mm3) generated by 3 T3 cells lacking the hPARG-expressing cassette (‘3T3 no hPARG’) were measured over indicated time periods (days passed since the cells were grafted). Green line represents average tumor volumes in hPARG-deficient mice exposed to doxycycline (+DOX); blue line represents tumor volumes in hPARG-deficient mice receiving doxycycline-free food (no DOX; *n =* 5 for each time point/experimental group). The doxycycline-treated group developed significantly larger tumors at 3 of the 5 time-points vs control (significance was determined via t-test at each time point; significantly different tumor volumes are indicated by asterisks). Error bars represent SEM in tumor volumes. **D** Similar to the experiment in panel C, the volumes of tumors allografts (mm3) were measured in mice grafted with hPARG-expressing 3 T3 cells. The average volumes were compared at each time point between mice receiving doxycycline (Dox) vs those receiving doxycycline-free food (no DOX). Error bars represent SEM (*n =* 5 at all times indicated). Mice expressing hPARG developed significantly smaller tumors with a delay in tumor onset

The expression of hPARG in subcutaneous tumors was confirmed by qPCR (Fig. 2, panel B). 3 T3 cells lacking the hPARG construct produced large tumors both in the presence of and in the absence of doxycycline, with slightly larger tumors in the doxycycline-treated groups (Fig. 2, panel C), which could be attributed for slight, unspecific doxycycline toxicity in immunocompromized animals reported elsewhere [59, 60]. However, hPARG-expressing 3 T3 cells (Fig. 2, panel D) demonstrated a significant reduction in tumor size at all time points with a delay in tumor onset compared to the previous control groups (Fig. 2, panels C) and the group injected with the same cells but given no doxycycline (Fig. 2, panel D, blue graph). Corrected for the slight increase in tumor size due to DOX treatment alone (Fig. 2, panel C, green graph), the true tumor-suppressing effect of PARG overexpression (Fig. 2, panel D) should actually be more dramatic than the apparent effect derived from comparison of two DOX-treated cell lines (Fig. 2, panel D). Remarkably, PARG overexpressing tumors isolated from DOX-treated animals demonstrated significantly lower level of vascularization than tumors isolated from untreated animals (Fig. 3). DOX treatment along without PARG overexpression did not affect angiogenesis (Supplemental Fig. S6).

**Fig. 3:**
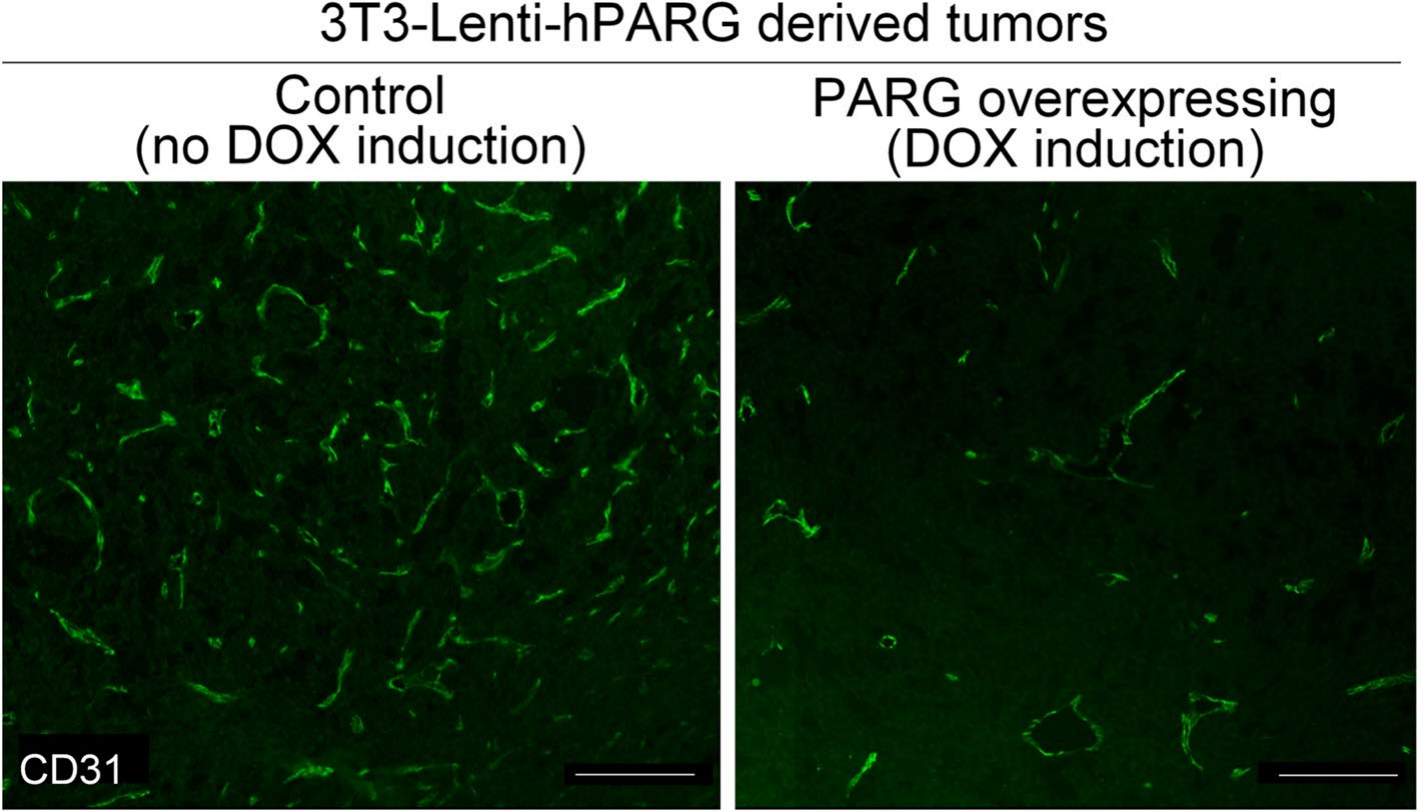
Tumors originated from PARG- overexpressing 3 T3 cells (‘PARG overexpression’) exhibit lower endothelial count than tumors derived from non-induced cells (‘Control’). Tumors were fixed, cryosectioned, and stained with rabbit antibodies to endothelial marker CD31 (BBA7, R&D Systems). The bar represent 100 μm

### The ectopic expression of hPARG in 3 T3 cells changes the expression profile of genes and pathways implicated in tumorigenesis, specifically, chemokines

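The RNA-seq experiment used a single clone of mouse 3T3 fibroblasts carrying a lentiviral cassette that expresses human PARG (hPARG) when doxycycline (DOX) is added. The methods describe 6 dishes of this clone, of which 3 received 500 ng/ml doxycycline for 72 h (hPARG cells) and 3 did not (control). Poly(A) RNA was sequenced as 150 bp paired-end reads, and the authors mapped the reads to the mouse genome (GRCm38, Ensembl release 96) in CLC Genomics Workbench 12.0. The values used here are the authors' deposited counts per gene for 41819 genes, which carry no normalization. Between 21619908 and 25263818 counts per dish were assigned to genes, with a median of 22512587 in the control and 22482282 in the hPARG dishes. A floor of 3 counts corresponds to between 0.119 and 0.139 CPM (counts scaled to the library total), and it covers counting error only, since the reads carry no molecular identifiers. In total, 11509 genes passed edgeR's filter on low counts and were compared between the groups with edgeR's quasi-likelihood test after TMM normalization. Adjusted p-values are Benjamini-Hochberg false discovery rates (FDR) over these genes, and CPM values are TMM-normalized means ± SD over 3 dishes. The sample labels number the dishes of each group from 1 to 3. On the first principal component of log2 CPM, which held 42% of the variance, the dishes numbered 2 lay at 21.6 (control) and 24.7 (hPARG), while the other 4 dishes lay between -27.4 and -3.17. After the mean of each group was subtracted, same-numbered dishes correlated across genes with r = 0.0963, 0.61 and 0.168 for numbers 1, 2 and 3, and differently numbered dishes with r from -0.441 to 0.335. Genes are not independent replicates, so these correlations carry no p-value. Because the numbers 2 and 3 lie outside ±0.1, results are given both without and with the replicate number in the model (replicate block). All differently numbered dishes lie outside ±0.1 as well, and only number 2 lies above their range. These correlations therefore give no ground for pairing the dishes numbered 1 or 3, and results that need the block rest on an assumed pairing. The common biological coefficient of variation was 0.148 without the block and 0.0615 with it. The deviation of both dishes numbered 2 rose with the exon length of the gene, with Spearman's rho of 0.53 in the control and 0.521 in the hPARG group across genes. For the 1151 genes with the longest exons (median 12640 bases), the median deviation on the log2 scale was 0.247 in control dish 2 and 0.243 in hPARG dish 2. For the 1150 genes with the shortest exons (median 1363 bases) it was -0.236 and -0.249. The log2 fold change between the groups followed exon length with a rho of 0.0962. Every gene in the deposited table is a mouse gene of GENCODE release M21, so the hPARG cassette has no value of its own. The mouse gene Parg (chromosome 14, 32201949 to 32297550) had a log2 fold change of 0.04 (standard error 0.112, FDR = 0.999). With the replicate block its FDR was 0.795, and with each dish left out in turn the log2 fold change lay between -0.03 and 0.12. Mouse Parg was also a label check, since reads of the hPARG cDNA could map to it at the similarity fraction of 0.8. It did not rise, so these counts show no sign of the induction. Whether such reads were assigned to Parg was not tested, so the check cannot exclude induction, which the paper shows by Western blot.

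**Figure D1:**
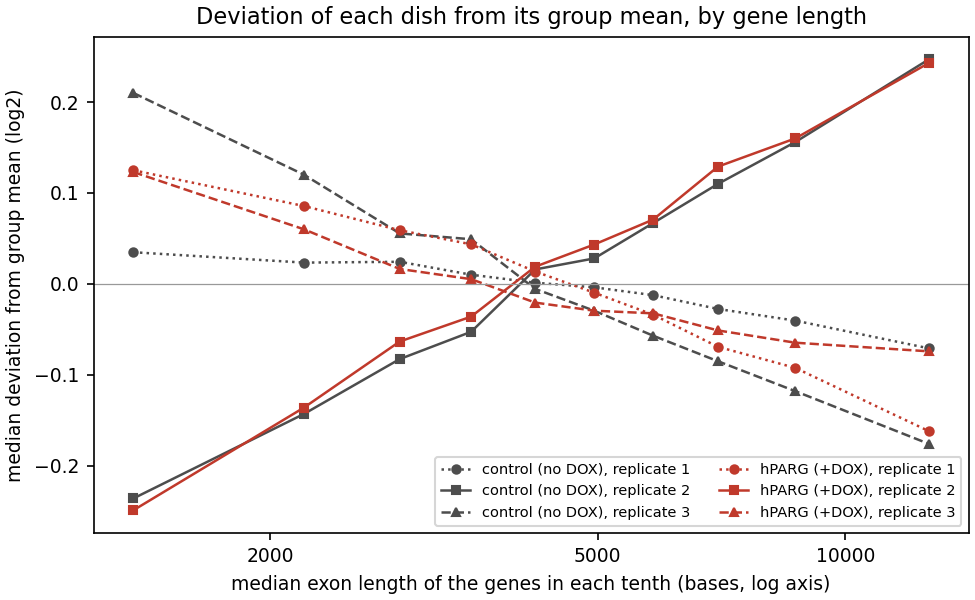
Median deviation of each dish from the mean of its group on the log2 scale (y axis) for the tested genes in 10 groups of increasing exon length (x axis, bases, log axis), with 1 line per dish. The 2 dishes numbered 2 rise from -0.236 and -0.249 to 0.247 and 0.243, while the other 4 dishes fall.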

As the level of parylation has been shown to affect transcription of multiple genes, we aimed to find which particular genes may change their expression profile due to the increased level of PARG in our cell model. 

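Without the replicate block, 10 of the 11509 tested genes passed an FDR of 0.05 with a difference of more than 2-fold between hPARG cells and control, and no further gene passed the FDR at a smaller difference. All 10 are among the 24 genes of Supplemental Table A1. At an unadjusted p under 0.05 there were 455 genes without the block and 2060 with it. With the replicate block, 23 genes passed both thresholds, all of them among the 24, and 330 genes passed the FDR at any fold change, of which 151 were higher and 179 lower in hPARG cells. Of the 24 genes, 23 passed the filter on low counts. Adjusted over these 23 alone, 23 had an FDR under 0.05 in either model, but the list was drawn from calls on the same dishes, so this count shows no stability. Among the 13 tested genes of the table that were not called without the block, the FDR lay between 0.062 and 0.713, and 6 of them were under 0.1. The 3 hPARG dishes lay entirely above or below the 3 control dishes in CPM for 23 of the 24 genes. The same held for 1107 of all tested genes (9.62%). Chance gives 10% for 3 dishes against 3, but only where all the dishes are exchangeable. The dishes numbered 2 deviated together (r = 0.61), so this share cannot show whether more genes separated than chance gives. The setting that moved the number of called genes most combined the replicate block with no filter on low counts, a combination chosen after the values were seen, and gave 39 genes, 24 of them in the table.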

RNA-seq analysis of mouse 3 T3 cells expressing hPARG via doxycycline induction in vitro vs control (no doxycycline) identified 24 differentially expressed genes with greater than 2-fold difference and a false discovery rate (FDR) corrected for *p*-value < 0.05 (Fig. 4 and Supplemental Table A1).

**Fig. 4:**
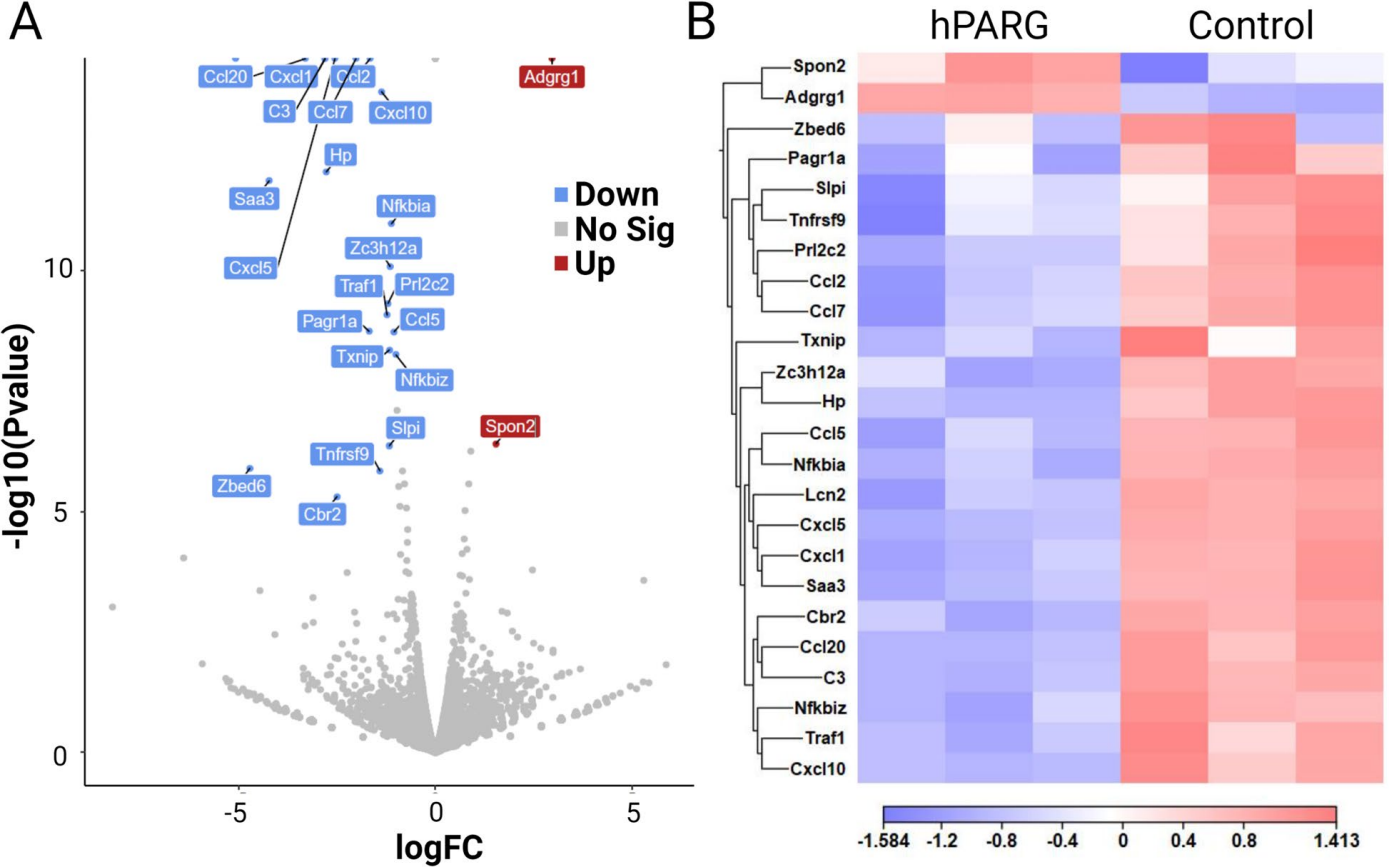
The ectopic expression of hPARG in 3 T3 cells changes the expression profile of genes implicated in tumorigenesis, specifically chemokines. **A** A volcano plot depicting RNA-seq results for fold change of gene expression in cells expressing hPARG vs non-induced control (no doxycycline). Each point represents the average fold change of one gene for three biological replicates of hPARG-expressing cells relative to control. Genes are colored and labeled if they pass the significance value of log2(fold change) > 1 with an FDR corrected *P*-value < 0.05. Upregulated genes are colored red (Up) and annotated with red boxes; downregulated genes (Down) are colored blue and annotated with blue boxes; genes, for which expression level demonstrated no significant change (Not Sig), are represented by unannotated gray dots. **B** Heat map depicting RNA-seq results of expression levels for differentially expressed genes in cells expressing hPARG vs control. Expression levels for each of the three biological replicates from both treatment groups (hPARG vs control) are shown on the X-axis with the corresponding gene names on the Y-axis

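Adgrg1 (ENSMUSG00000031785, chromosome 8, 94974751 to 95014217) was the single gene called higher in hPARG cells without the replicate block. Its CPM rose from 0.984 ± 0.193 (SD, n = 3) in control to 7.74 ± 0.687 (SD, n = 3) in hPARG cells, a log2 fold change of 2.97 (standard error 0.196, FDR = 0.00265) or 7.83-fold. It was called in each of the 6 fits that left out a dish, with log2 fold changes from 2.88 to 3.14, and its FDR with the replicate block was 8.14e-06. Spon2 (ENSMUSG00000037379, chromosome 5, 33198184 to 33218455) had a CPM of 3.11 ± 1.43 (SD, n = 3) in control and 9.10 ± 3.21 (SD, n = 3) in hPARG cells. The control dishes held 92, 35 and 90 counts on this gene and the hPARG dishes 253, 133 and 223, so that both dishes numbered 2 held the fewest. Its log2 fold change of 1.55 (standard error 0.396) did not pass the threshold without the block (FDR = 0.713). With the block the log2 fold change was 1.58 (standard error 0.163) and the gene was called (FDR = 0.00023). Both genes were higher in hPARG cells in each of the 3 same-numbered pairs.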

Two genes were found to be upregulated in cells expressing hPARG: SPON2 and ADGRG1. 

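Among the tested genes of Supplemental Table A1, 21 were lower in hPARG cells, with log2 fold changes between -5.08 and -1.00. Without the replicate block 9 of them were called, and with the block all 21 were. The largest decreases outside the chemokines were in Lcn2, Saa3, C3 and Hp. Saa3 (ENSMUSG00000040026, chromosome 7, 46711998 to 46715700) fell from 2.59 ± 0.945 to 0.135 ± 0.0506 CPM (SD, n = 3), a log2 fold change of -4.22 (standard error 0.453, FDR = 0.0247). The hPARG dishes held 3, 2 and 4 counts on Saa3, next to the floor of 3 counts, so its fold change is imprecise, and 2 of the 6 fits that left out a dish called it. C3 (ENSMUSG00000024164, chromosome 17, 57203970 to 57228136) fell from 6.20 ± 1.04 to 0.886 ± 0.148 CPM (SD, n = 3), a log2 fold change of -2.80 (standard error 0.226, FDR = 0.00602), and 5 of these 6 fits called it. Hp (ENSMUSG00000031722, chromosome 8, 109575128 to 109579172) fell from 3.36 ± 0.948 to 0.484 ± 0.0446 CPM (SD, n = 3), a log2 fold change of -2.78 (standard error 0.316, FDR = 0.0299), and 1 of these 6 fits called it. Of the 2 edgeR quasi-likelihood models, only the one with the block called Cbr2 (FDR = 0.0122), Txnip (FDR = 0.00474), Tnfrsf9 and Traf1, and the FDR of Slpi went from 0.713 to 3.26e-05. Without the block, DESeq2 and the likelihood ratio test also called all of these genes, Slpi included. The quasi-likelihood test without the block called Traf1 when no filter was used. After a correction for GC content and exon length, chosen after the data were seen, it called Cbr2 and Traf1. For Txnip, 19.4% of the exon bases also lie in exons of the antisense gene Gm15441.
For 3 genes, overlapping or closely related genes were looked at as well. Pagr1a (ENSMUSG00000030680, chromosome 7, 127015033 to 127017352) had 623, 297 and 264 counts in the control and 178, 88 and 80 in the hPARG dishes, a log2 fold change of -1.69 (standard error 0.386, FDR = 0.547) without the block and -1.70 (FDR = 5.21e-06) with it. Of its exon bases, 98.7% also lie in exons of Gm42742 or Pagr1b on the same strand. Gm42742 had 127, 311 and 359 counts in the control and 404, 462 and 522 in the hPARG dishes. The counts of the 3 genes summed had a log2 fold change of -0.14 (FDR = 0.999, and 0.326 with the block). Zbed6 (ENSMUSG00000102049, chromosome 1, 133655879 to 133660885) had 118, 69 and 0 counts in the control and 6, 0 and 0 in the hPARG dishes and did not pass the filter. All of its exon bases (100%) lie in exons of Gm38394. Prl2c2 belongs to a family of closely related prolactin genes and had a log2 fold change of -1.20 (standard error 0.208, FDR = 0.255 without and 4.57e-05 with the block).

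**Figure D2:**
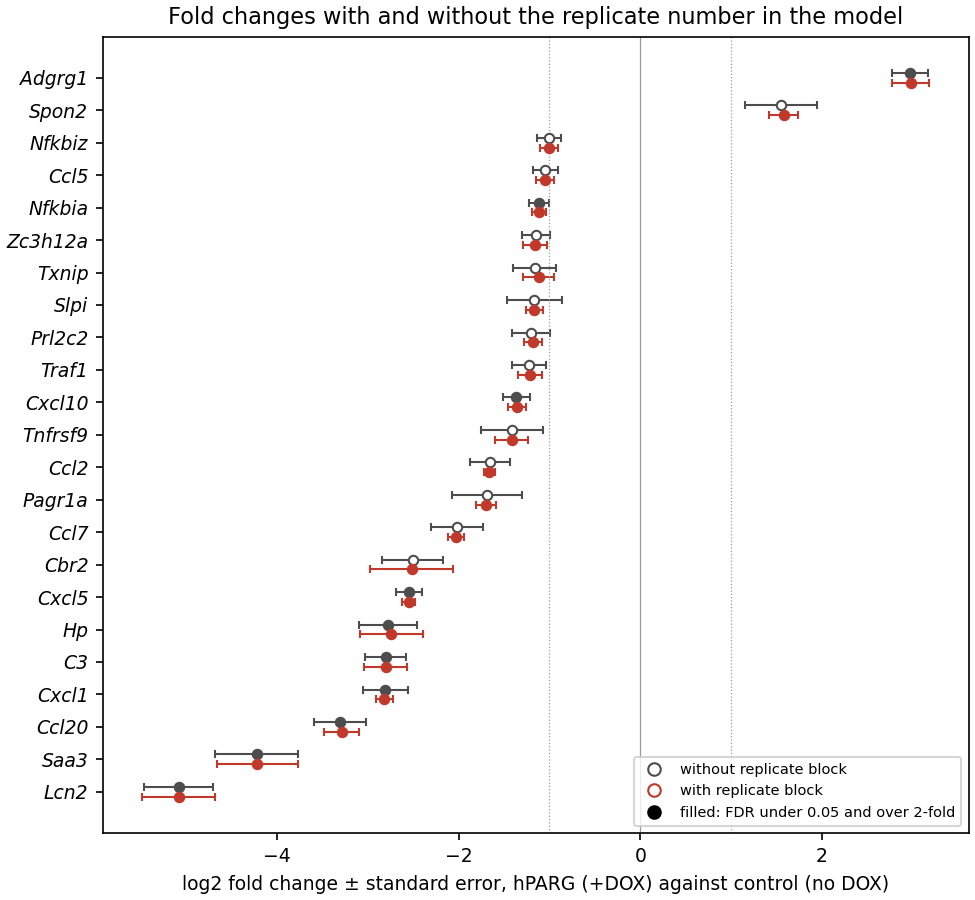
Log2 fold change (x axis) with its standard error (bars) for the 23 tested genes of Supplemental Table A1 (y axis), without (gray) and with (red) the replicate block. Filled points passed both thresholds, which 10 genes do without the block and 23 with it.

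**Figure D3:**
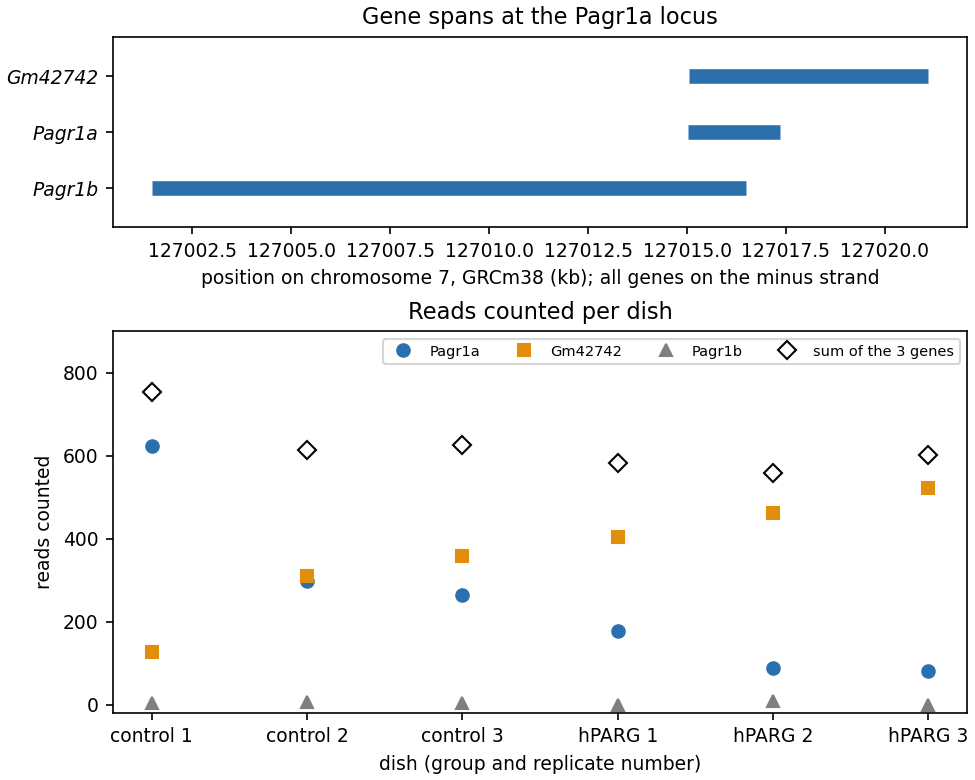
Spans of Pagr1a, Gm42742 and Pagr1b on chromosome 7 (top, x axis in kb) and the reads counted on each gene and on all 3 together in each dish (bottom). Counts on Pagr1a go from 623 in control dish 1 to 80 in hPARG dish 3, those on Gm42742 from 127 to 522, and their sum with Pagr1b from 753 to 602.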

The other 22 genes appeared to be downregulated in hPARG expressing cells: C3, CBR2, CCL2, CCL20, CCL5, CCL7, CXCL1, CXCL10, CXCL5, HP, LCN2, NFKBIA, NFKBIZ, PAGR1A, PRL2C2, SAA3, SLPI, TNFRSF9, TRAF1, TXNIP, ZBED6, and ZC3H12A. Expression fold change for genes known to be associated with tumorigenesis was verified via qPCR (Fig. 5 and Supplemental Fig. S2). Log2 fold change of qPCR results vs RNA-seq were plotted and Pearson’s correlation was calculated to be 0.9828 (Fig. 5, insert).

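The qPCR log2 fold changes of Supplemental Table A1, which are the paper's, cover 18 of its genes. Against the log2 fold changes computed here from the deposited counts without the replicate block, they gave a Pearson's r of 0.98 and a Spearman's rho of 0.977 across genes. Both permutation p-values were 1e-05 (two-sided, 100000 resamples), the smallest these permutations can give, and the adjusted value over the 3 gene selections tested was also 1e-05. Genes are not independent replicates, and all of them were measured in the same comparison. Without Adgrg1 and Spon2, the 2 genes farthest from the median qPCR value, r was 0.974 and rho 0.968 across 16 genes, which are also all the genes lower by qPCR. With the replicate block r was 0.98. All 18 genes moved in the same direction in RNA-seq and qPCR, and 11 of them changed less in RNA-seq. The median absolute difference between the methods was 0.27 on the log2 scale, and the largest was 0.95 for Adgrg1.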

**Fig. 5:**
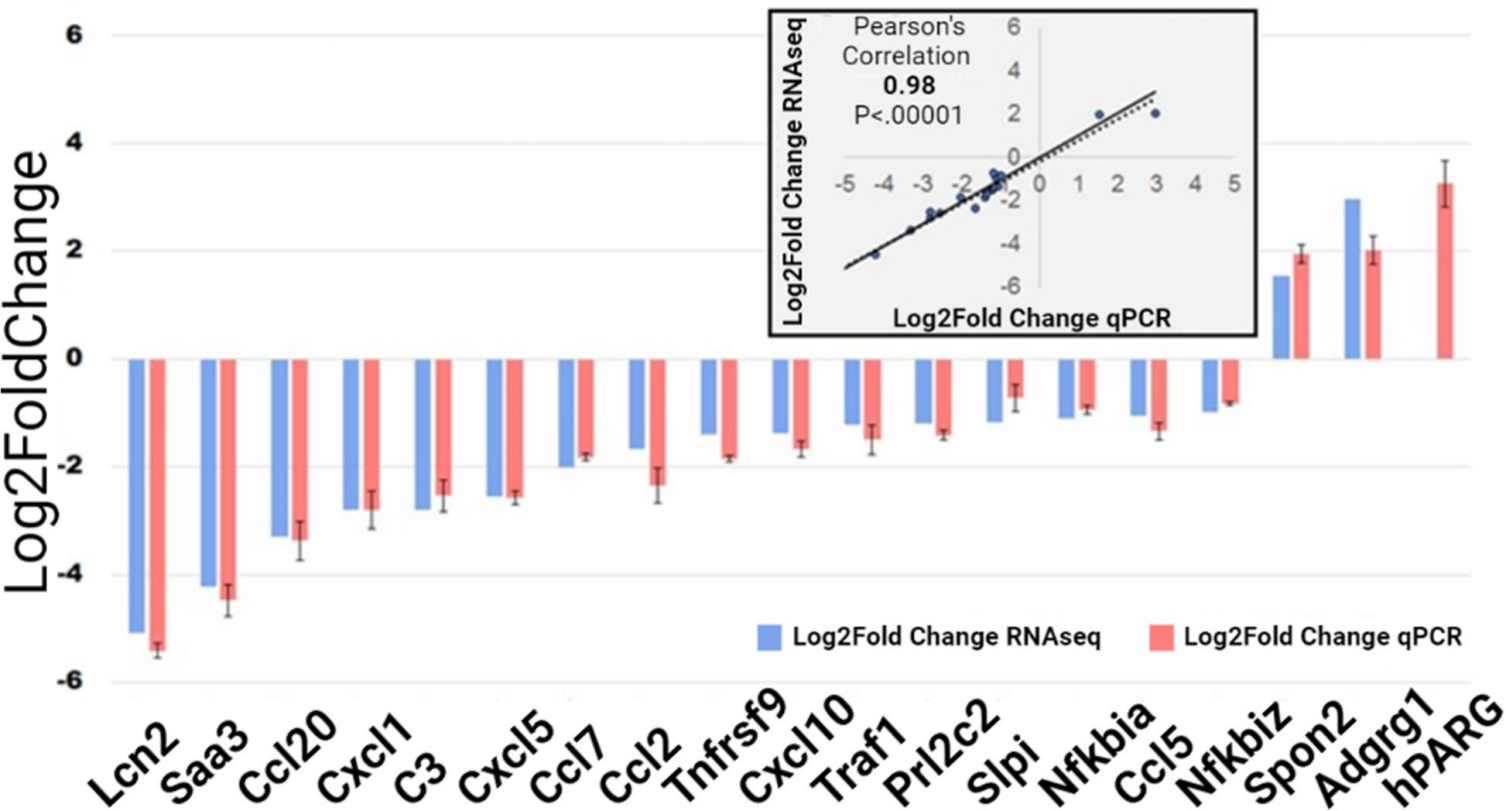
Quantitative PCR (qPCR) experiments confirm that the ectopic expression of hPARG in 3 T3 cells changes the expression profiles of genes implicated in tumorigenesis, specifically chemokines. Differential expression for hPARG+ cells vs control. RNA-seq fold change results are in blue, qPCR fold change is shown in red. Fold change based on 3 biological replicates, error bars for qPCR are in SEM. (insert) Scatterplot of fold change for differentially expressed genes from RNA-seq analyses plotted against qPCR expression fold change results. Pearson’s correlation value of fold change calculated via qPCR and RNA-seq = 0.98 with a *P*-value < 0.00001

Analysis of our RNA-seq data using PANTHER Statistical Overrepresentation Test (www.pantherdb.org) for the human orthologs of the genes differentially expressed in our study revealed greater than 100-fold cumulative enrichment in the chemokine protein class (CCL5, CCL7, CXCL6, CCL2, CCL20, CXCL10, CXCL2). 

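The enrichment of chemokine genes was tested here on the mouse genes themselves, with Fisher's exact test against the genes that could have been called. The list of 40 mouse chemokine genes contained 14 of the tested genes, or 0.122% of them. Without the replicate block, 4 of the 10 called genes were chemokines (40%), an odds ratio of 766 (one-sided exact p = 2.87e-10). The share among the called genes was 329 times that among the tested genes. With the block, 7 of the 23 called genes were chemokines (30.4%), with an odds ratio of 717 (one-sided exact p = 1.57e-16). Both p-values treat genes as independent, while chemokine genes measured in the same dishes can change together. They do not measure the spread between dishes. The human names CXCL6 and CXCL2 stand for the mouse genes Cxcl5 and Cxcl1, which Supplemental Table A1 assigns to these orthologs.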

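Taking an RPKM above 1 in the group with the larger mean as expressed, 13 of the 40 mouse chemokine genes were expressed in these cells. They were Ccl2, Ccl5, Ccl7, Ccl9, Ccl17, Ccl20, Ccl25, Ccl27a, Cx3cl1, Cxcl1, Cxcl5, Cxcl10 and Cxcl12. Above an RPKM of 5 there were 9 of them and above 10 there were 7. Those above 5 were Ccl2, Ccl5, Ccl7, Ccl9, Ccl20, Cxcl1, Cxcl5, Cxcl10 and Cxcl12. Without the replicate block 4 chemokine genes were called lower in hPARG cells, namely Cxcl5, Ccl20, Cxcl1 and Cxcl10. With the block 7 were called, the additional ones being Ccl2, Ccl5 and Ccl7. The number of called chemokine genes was also 7 with DESeq2, with library size only, with no filter on low counts and with the likelihood ratio test, and the lowest number was 1, with hPARG dish 1 left out. Ccl9 was the chemokine with the highest CPM in hPARG cells, at 252 ± 45.2 against 262 ± 36.7 in control (SD, n = 3). Its log2 fold change of -0.05 (standard error 0.163, FDR = 0.999, and 0.667 with the block) was smaller than the spread between dishes, and it changed sign when control dish 3 or hPARG dish 2 was left out. Cxcl12 fell from 44.6 ± 0.579 to 40.3 ± 3.69 CPM (SD, n = 3), a log2 fold change of -0.14 that was not called in either model (FDR = 0.999, and 0.288 with the block).

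**Figure D4:**
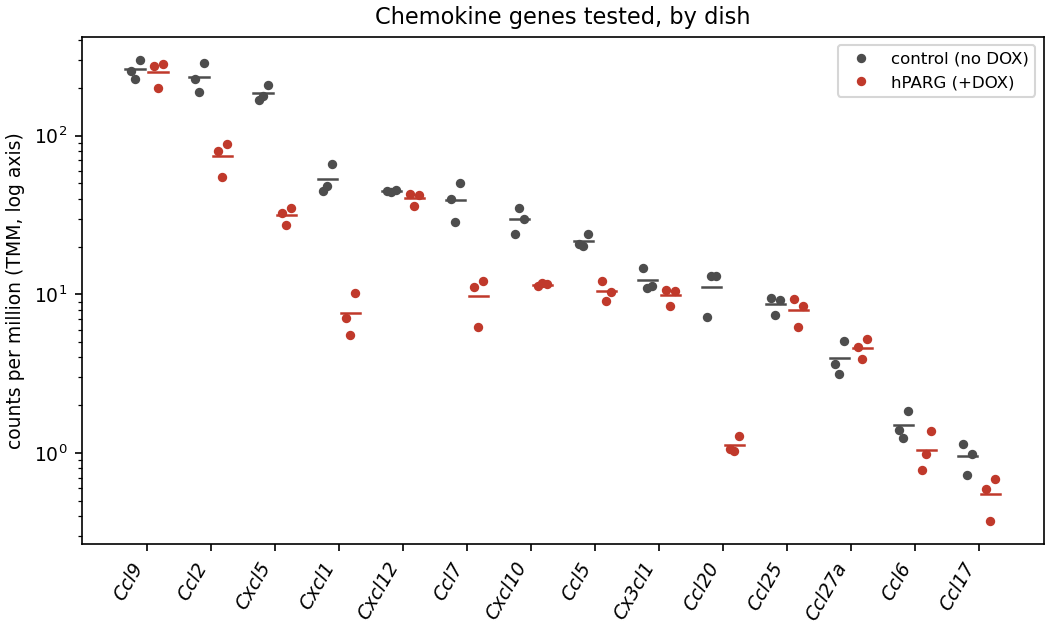
CPM (y axis, log axis) of the 14 tested chemokine genes in each control (gray) and hPARG dish (red), with horizontal lines at the group means. The 3 hPARG dishes of Ccl2, Ccl5, Ccl7, Ccl17, Ccl20, Cx3cl1, Cxcl1, Cxcl5, Cxcl10 and Cxcl12 lie below all 3 control dishes, while those of Ccl6, Ccl9, Ccl25 and Ccl27a overlap them.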

Among all members of chemokine class family, 3 T3 cells express at elevated level 8 of them and 7 of them were identified as significantly downregulated (Fig. 4**, **Supplemental Fig. S3). PANTHER Overrepresentation Test against the GO molecular function complete dataset found greater than 100-fold enrichment in the expression of factors implicated in binding of chemokine receptors, specifically, the CXCR receptor (CXCL6, CXCL10, /CXCL2), the CCR1 receptor, (CCL5 and CCL7) and the CCR2 receptor (CCL2 and CCL7). 

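Among the ligands of these receptors, Cxcl5 (ENSMUSG00000029371, chromosome 5, 90759360 to 90761624) fell from 186 ± 22.2 to 31.7 ± 4.06 CPM (SD, n = 3), a log2 fold change of -2.55 (standard error 0.143, FDR = 0.00153). It was called in each of the 6 fits that left out a dish, and its FDR with the replicate block was 2.11e-09. Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) fell from 29.7 ± 5.54 to 11.5 ± 0.236 CPM (SD, n = 3), a log2 fold change of -1.36 (standard error 0.15, FDR = 0.0266, and 1.31e-05 with the block). Of its exon bases, 5.91% also lie in exons of Art3 on the other strand. Cxcl10 was called in 3 of the 6 fits that left out a dish.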

PANTHER Overrepresentation Test against the GO-Slim Biological Process dataset found greater than 100-fold enrichment in response to interleukin-1 (CCL5, CCL20, CCL2, CCL7). 

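Of the genes Ccl2, Ccl7, Lcn2, Nfkbia and Nfkbiz, 2 were called lower without the replicate block (Lcn2 and Nfkbia) and 5 with it. Lcn2 (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252) fell from 5.19 ± 0.639 to 0.151 ± 0.098 CPM (SD, n = 3), a log2 fold change of -5.08 (standard error 0.377, FDR = 0.00432, and 2.28e-05 with the block). The hPARG dishes held 5, 1 and 4 counts on Lcn2, near the floor of 3 counts, and each of the 6 fits that left out a dish called it. Nfkbia (ENSMUSG00000021025, chromosome 12, 55489410 to 55492647) fell from 68.5 ± 4.37 to 31.7 ± 3.47 CPM (SD, n = 3), a log2 fold change of -1.11 (standard error 0.115, FDR = 0.0216, and 8.14e-06 with the block), and 2 of these 6 fits called it. Nfkbiz (ENSMUSG00000035356, chromosome 16, 55811375 to 55838899) fell from 33.2 ± 3.44 to 16.6 ± 2.06 CPM (SD, n = 3). Its log2 fold change lay on the 2-fold threshold, at -0.9995 without the block (standard error 0.132, FDR = 0.062) and -1.002 with it (FDR = 0.000145). Each of the 5 genes was lower in hPARG cells in all 3 same-numbered pairs.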

Finally, bioinformatic analysis by Ingenuity Pathway Analysis (IPA) software (www.ingenuity.com) found 5 genes involved in the interleukin-17A (IL17A) signaling pathway downregulated in 3 T3 cells expressing hPARG (CCL2, CCL7, LCN2, NFKBIA, NFKBIZ), which indicates that hPARG inhibits the IL17A signaling pathway.

## Discussion

PARG is a key tuning factor that regulates the poly(ADP-ribosyl) ation rate and PARP1 dependent genes transcription [5–7]. PARP1 is localized in genes promoters and, by synthesizing pADPr, helps to remove chromatin-associated proteins, denudes the DNA and makes it more accessible for transcription [5]. Noticeably, the main target for PARP1 for poly(ADP-ribosyl) ation is PARP1 itself. When PARP1 becomes heavily automodified, it completely dissociates from chromatin and becomes inactivated. PARG, as the only enzyme that is able to degrade pADPr, plays a unique role in this process and by removing pADPr from PARP1 makes it active again. Therefore, the PARP1-dependent genes transcription relies on adequate PARG functioning and its intensity could be regulated by glycohydrolase level and activity. It was shown in numerous reports that many cancer cells exhibit high level of PARP1 and pADPr, which is frequently cooperate with lower PARG level (Supplemental Fig. S1) [28, 61–67]. It is legitimately suggested that intensive pADPr cycling is needed there to support the enormous division rate. Here we utilized a highly dividing malignant mouse 3 T3 cells that demonstrate high level of pADPr. With the intention to diminish the level of pADPr we used a genetic approach with hPARG overexpression. This gave us a strong advantage of any off-target effects absence, the main problem when chemical inhibition is studied.

The results of our xenograft experiments demonstrate that the elevated level of hPARG in 3 T3 cells reduces their tumorigenic potential in vivo without affecting the cell viability. Comparative RNA-seq analysis of cultured hPARG-expressing cells vs non-transfected cells was utilized to determine the expression of what genes and to what extent might be affected when PARG’s activity is elevated and, consequently, when the cells exhibit decreased tumorigenic activity in vivo. Gene expression fold-change of revealed candidates was validated with targeted RT-PCR and eventually point to the set of genes and pathways specifically regulated by poly(ADP-ribosyl) ation at the early stages of tumor development. Of the 24 genes differentially expressed in hPARG-expressing cells vs control cells (with no hPARG expression), seven belong to the chemokine protein class (CCL5, CCL7, CXCL6, CCL2, CCL20, CXCL10, CXCL2). Multiple publications report that tumors express high levels of chemokines, which recruit cancer-promoting immune cells to the tumor microenvironment, thus augmenting tumor invasion, metastasis, and angiogenesis [68–70]. Notably, other group has published the regulation of CCL2 expression by PARP1/pADPr in breast cancer cells and demonstrated the importance of PARP1 localization in promoter for CCL2 effective transcription [10]. What is also interesting, they found that not all expressed chemokines in studied breast cancer cell line are regulated by PARP1. In our study, we saw the complete synergistic downregulation of all notably expressed chemokines in 3 T3 under hPARG overexpression.

Chemokines are small chemoattractant proteins secreted by different cells to induce and guide the migration, proliferation and differentiation of immune, endothelial, epithelial or other cells that have proper receptors [71, 72]. Cells that are attracted by chemokines follow a signal of increasing chemokine concentration towards the source of the chemokine. The release of chemokines is needed during normal development with extreme importance in blood vessel formation and for wound healing [73–75]. Chemokines also play a major role in immune reactions targeting different immune cells to proper localization and different types of chemokines affect different types of cells [76–78]. Cancer cells utilize numerous chemokines functions to support tumor needs. It was demonstrated, that malignant cells change their chemokine production status that lead to increase endothelial proliferation and tumor vascularization, to attraction of pro-tumorogenic immune cells such as macrophages, neutrophils, lymphocytes, and others [70, 79, 80]. Thus, chemokines could mediate angiogenesis directly, by affecting endothelial cell behavior, or indirectly, via changing tumor microenvironment [81–86].

CCL2 or monocyte chemoattractant protein-1 (MCP-1), which we found to be downregulated 3-fold in cells expressing hPARG (Fig. 4), is known to promote tumorigenesis at all stages of development. 

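Ccl2 (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) fell from 235 ± 50.1 to 74.5 ± 17.7 CPM (SD, n = 3), a 3.15-fold decrease with a log2 fold change of -1.66 (standard error 0.218). Its FDR was 0.062 without the replicate block and 1.43e-08 with it, where the standard error was 0.0618. With each dish left out in turn the log2 fold change lay between -1.80 and -1.48, and 2 of these 6 fits called the gene.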

Its expression has been shown to induce tumor cell proliferation at the primary tumor sites, stimulate tumor cell migration and invasion into the surrounding extracellular matrix and direct the movement of cancer cells along a chemotactic gradient towards the metastatic site [87]. Targeted gene silencing of CCL2 inhibits triple negative breast cancer progression by blocking cancer stem cell renewal and M2 macrophage recruitment [88]. CCL2 has also been shown to recruit monocytes and monocytic myeloid-derived suppressor cells (MDSCs), which overcome the anti-tumor immune response and promote cancer stemness [70]. Along with CCL7, which is downregulated 2-fold in our hPARG-expressing cells, CCL2 activates the CCR2 receptor (C-C Motif Chemokine Receptor Type 2) pathway, which expression in cancer cells have been demonstrated to promote immune suppression [89]. Furthermore, the product of CCL20 (downregulated 10-fold in hPARG-expressing cells) recruits Th22 cells to the tumor microenvironment and promotes cancer stemness [70]. 

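Ccl7 (ENSMUSG00000035373, chromosome 11, 82045712 to 82047525) fell from 39.6 ± 10.8 to 9.79 ± 3.10 CPM (SD, n = 3), a 4.05-fold decrease with a log2 fold change of -2.02 (standard error 0.285). Its FDR was 0.0795 without the replicate block and 6.82e-08 with it. Leaving out each dish in turn gave log2 fold changes from -2.21 to -1.78, and 1 of these 6 fits called the gene.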

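Ccl20 (ENSMUSG00000026166, chromosome 1, 83116766 to 83119167) fell from 11.1 ± 3.38 to 1.12 ± 0.14 CPM (SD, n = 3), a 9.85-fold decrease with a log2 fold change of -3.30 (standard error 0.287). It was called without (FDR = 0.00853) and with the replicate block (FDR = 1.92e-06), and in 4 of the 6 fits that left out a dish.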

CCL5 or RANTES (Regulated on Activation, Normal T Cell Expressed and Secreted), which we found to be 4-fold downregulated in hPARG-expressing cells, has been reported to recruit mast cells, T-cells, eosinophils, and monocytes to the tumor microenvironment as well as to promote the proliferation of tumor cells, and to induce tumor cell invasion and migration by upregulating the production of matrix degrading proteins and integrins [90]. 

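Ccl5 (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518) fell from 21.6 ± 1.98 to 10.5 ± 1.52 CPM (SD, n = 3), a 2.06-fold decrease with a log2 fold change of -1.05 (standard error 0.139). The FDR was 0.062 without the replicate block and 0.000145 with it. None of the 6 fits that left out a dish called the gene, with FDR values from 0.0724 to 0.558.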

Together with CCL7, CCL5 activates chemokine receptor 1 (CCR1), which was found to promote liver cancer by inducing myeloid cell infiltration and angiogenesis [91]. The silencing of CCL7, which was downregulated 2-fold due to PARG’s overexpression, was shown to reduce experimental liver metastasis, whereas CCL5 silencing (downregulated 4-fold in our experiments) reduced metastasis of non-metastatic lung carcinoma cells [92]. 

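Cxcl1 (ENSMUSG00000029380, chromosome 5, 90891241 to 90893115) fell from 53.0 ± 11.6 to 7.60 ± 2.40 CPM (SD, n = 3), a 6.98-fold decrease with a log2 fold change of -2.80 (standard error 0.252). It was called without (FDR = 0.0089) and with the replicate block (FDR = 8.85e-09), and in 5 of the 6 fits that left out a dish.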

The targeted silencing of CXCL1 detected in our search was shown to inhibit the tumor growth in hepatocellular carcinoma [93]. Also, in vivo breast cancer xenografts demonstrated that CXCL1 silencing in tumor-associated macrophages results in a significant reduction in breast cancer growth and metastatic burden [94]. Similarly, of silencing of CXCL1 attenuated the proliferation and radioresistance of glioblastoma cells [95].

The involvement of PARG in suppression of tumor angiogenesis is supported by the observation that, in contrast to its effect on many chemokine genes, hPARG expression upregulates ADGRG1 gene 8-fold. ADGRG1 (Adhesion G Protein-Coupled Receptor G1) encodes G protein-coupled receptor 56 (GPR56) (also known as TM7XN1), regulates adhesion of many cell types and supports stability of various tissues, including normal growth and migration of nerve cells [96–98]. In support of previously published data that the increase in ADGRG1/GPR56 expression suppresses angiogenesis in melanoma tumors [99], our data demonstrate that pADPr pathway positively regulates ADGRG1 in highly proliferative cells, and suggest that hPARG may suppress angiogenesis and contribute to a reduction of tumor size and progression due to its opposite to PARP effect on pADPr moieties and ADGRG1/GPR56 in particular. It also explains the slightly decreased ability of hPARG-expressing cells to heal the ‘wound’ in our wound healing assay (Fig. 1, panels E and F), which may be attributed to the increased adhesiveness of the cells due to the upregulation of ADGRG1 signaling.

One more gene becomes upregulated in 3 T3 overexpressing PARG cells – SPON2 (spondin-2). It is a secreted extracellular matrix protein and a member of F-spondin family. SPON2 is a host innate immunity regulator and an important molecule for efficient microbial response [100]. Positive correlation for SPON2 expression and cancer development, metastasis and invasiveness were shown for different types of tumors, such as ovarian, prostate, colorectal and renal [101–104]. In hepatocellular carcinoma, SPON2 is also upregulated compare to non-transformed tissue, but interestingly, patients with high SPON2 expression have a better overall survival rate. It was shown that SPON2 in this case promotes M1-like macrophage recruitment and inhibits tumor metastasis [105]. The discrepancy of SPON2 expression on tumor behavior could indicate that SPON2 could affect different tumor types in a different ways. Interestingly, SPON2, along with other differently expressed genes in 3 T3 overexpressing PARG, is also a tumor microenvironment regulator, which could indicates this mechanism to underlay the observed effect on 3 T3 derived tumor growth.

It is worth mentioning that, while many of the genes and pathways that we found to be downregulated in hPARG-expressing 3 T3 cells have been shown to promote angiogenesis via upregulation of vascular endothelial growth factor (VEGF) [91, 99, 106], we were surprised to observe no effect of hPARG upregulation on the level of VEGF mRNA. 

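Vegfa (ENSMUSG00000023951, chromosome 17, 46016993 to 46032369) had 65.4 ± 5.73 CPM in control and 61.4 ± 3.83 CPM in hPARG cells (SD, n = 3). Its log2 fold change of -0.09 (standard error 0.107) was within the spread between dishes (FDR = 0.999, and 0.489 with the replicate block), and it was lower in all 3 same-numbered pairs. The log2 fold changes of Vegfb (0.05), Vegfd (0.02) and Pgf (0.06) were smaller than their standard errors of 0.101, 0.113 and 0.385, and each changed sign when certain dishes were left out. Vegfc (ENSMUSG00000031520, chromosome 8, 54077606 to 54187096) went from 17.6 ± 1.83 to 13.4 ± 0.7 CPM (SD, n = 3), lower in all 3 same-numbered pairs. Its log2 fold change of -0.39 (standard error 0.117) did not pass the FDR without the block (0.906) and did with it (0.0421).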

Most likely, because VEGF expression is an immune response to hypoxia in the tumor environment, due to the lack of immune cell components in our in vitro model where the RNA-seq samples were collected, we were not able to detect the effect of hPARG on VEGF. While RNA-seq analysis of tumor tissue samples collected from allografts may confirm PARG-promoted differential expression of VEGF in the follow-up experiments, our model has its own, objective limitations and may not reproduce the gene expression patterns found in various, specific tumors, which further analysis may expand the pool of pADPr-regulated genes. It would also be interesting to see if the induction of PARG expression in the tumors pre-formed in the absence of induced PARG would inhibit further tumor growth and even result in tumor volume reduction (shrinkage).

Among genes downregulated by PARG in our experiments, many genes have been previously described to be driven by either interleukin-1 (IL-1) or interleukin-17A (IL-17A) signaling pathways, specifically, CCL2, CCL7, CCL20, LCN2, NFKBIA, NFKBIZ, CXCL1, CXCL2, CXCL5, CXCL9, and CXCL10 [60–64]. 

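For Cxcl2 the control dishes held 1, 1 and 0 counts and the hPARG dishes 0, 0 and 4. Cxcl9 had 0 counts in each control dish and 0, 0 and 3 in the hPARG dishes. Neither gene passed the filter on low counts, and no change in either was detectable at this depth. Supplemental Table A1 gives human CXCL2 as the ortholog of mouse Cxcl1, which fell 6.98-fold.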

While IL-17A expression is increased in many types of cancer and cancer-associated fibroblasts where it promotes chronic inflammation, tumor cell migration, invasion, and resistance to chemotherapy, and both IL-1 and IL-17A known to be a driver for NFκB-regulated genes and increases chemokines and cytokines in the tumor microenvironment [107], we do not see the direct effect of PARG on interleukin’s expression. It is even more surprising in a light of the reported ability of IL-1 to activate endothelial cells and increase angiogenesis [108]. Based on our data we suggest that pADPr pathway is a downstream regulator of interleukin-dependent factors that lead to the progression of tumors and metastasis [109].

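Of the interleukin genes, 4 passed the filter on low counts, Il11, Il15, Il24 and Il34. Without the replicate block 0 of them were called at any fold change, and each had an FDR of 0.999. With the block 1 was called, Il34 (ENSMUSG00000031750, chromosome 8, 110741829 to 110805924). It fell from 15.7 ± 2.85 to 12.0 ± 1.97 CPM (SD, n = 3), a log2 fold change of -0.38 (standard error 0.0912 and FDR = 0.0494 with the block), in all 3 same-numbered pairs. The log2 fold change of Il11 was 0.41 (standard error 0.203), that of Il15 0.09 (standard error 0.255) and that of Il24 -0.11 (standard error 0.251), none called in either model. The paper reasons from lower mRNAs of genes driven by IL-1 or IL-17A, together with no direct effect on the interleukins, and proposes that pADPr acts downstream of the interleukins on these genes. The genes of IL-1 and IL-17A themselves were not among the 4 that passed the filter. These data therefore cannot show whether their expression changed.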

Here would be important to notice that seemingly opposing effects of PARG overexpression and PARG inhibition would be in reality synergistic. When PARG is overrepresented in the system, pADPr is degrading faster and PARP1 could not activate and maintain the transcription of targeted genes. When PARG is inhibited or depleted from the system, PARP1 couldn’t be reactivated from automodifed and dissociated from chromatin state, which leads to the same inability to keep effective transcription of dependent genes. Therefore, results of our study support the anti-tumorigenic effect of PARG depletion or inhibition published by others [110, 111].

In summary, the expression of human PARG in mouse 3 T3 cells leads to changes in gene expression that result in a decrease of the cells’ tumorigenic activity in vivo. These changes occur in the cells before they form solid tumors, pointing on the fact that pADPr pathway controls early events in tumorigenesis. The majority of those changes lead to downregulation of chemokines, broad spectrum, tumor-promoting agents, which may act either through the direct activation of cancer cells, or indirectly, through the activation of tumor-promoting immune cells, cancer-associated fibroblasts or endothelial cells, resulting in inhibition of tumor growth, suppression of angiogenesis and tumor microenvironment (Fig. 6). We did not identified the tumor type originated from 3 T3 cells in our study, but other investigators pointed that it could be closer to carcinoma, than sarcoma type [112]. We studied PARG RNA expression for different cancer types compare to corresponding normal tissue based on TCGA database. Among those types of cancers that are available for this analysis, lower PARG expression was detected for three types of kidney cancer: kidney chromophobe, renal clear cell carcinoma, renal pappilary carcinoma, and for thyroid carcinoma [28]. Malignant glioma, lymphoma, melanoma, renal, prostate and testis cancers were mostly negative for anti-PARG antibody staining as posted on Protein Atlas database. Higher PARG expression were associated with better survival outcome for renal cancer, thyroid cancer and PAM50 Her2 and Luminal B breast cancer subtypes (Supplemental Fig. S1). Previously, we have demonstrated that ccRCC cell exhibit lower level of PARG compare to untransformed cells and PARG overexpression results in the similar anti-tumor effect. While the sets of affected genes were different for these two projects with little overlap, which is pointing on cell type specific variabilities of PARP1 transcription dependency, the main cluster of downregulated genes was also related to angiogenesis term [28]. Therefore, our results are supported by available data that PARG level upregulation could be benefited for several types of cancer.

**Fig. 6:**
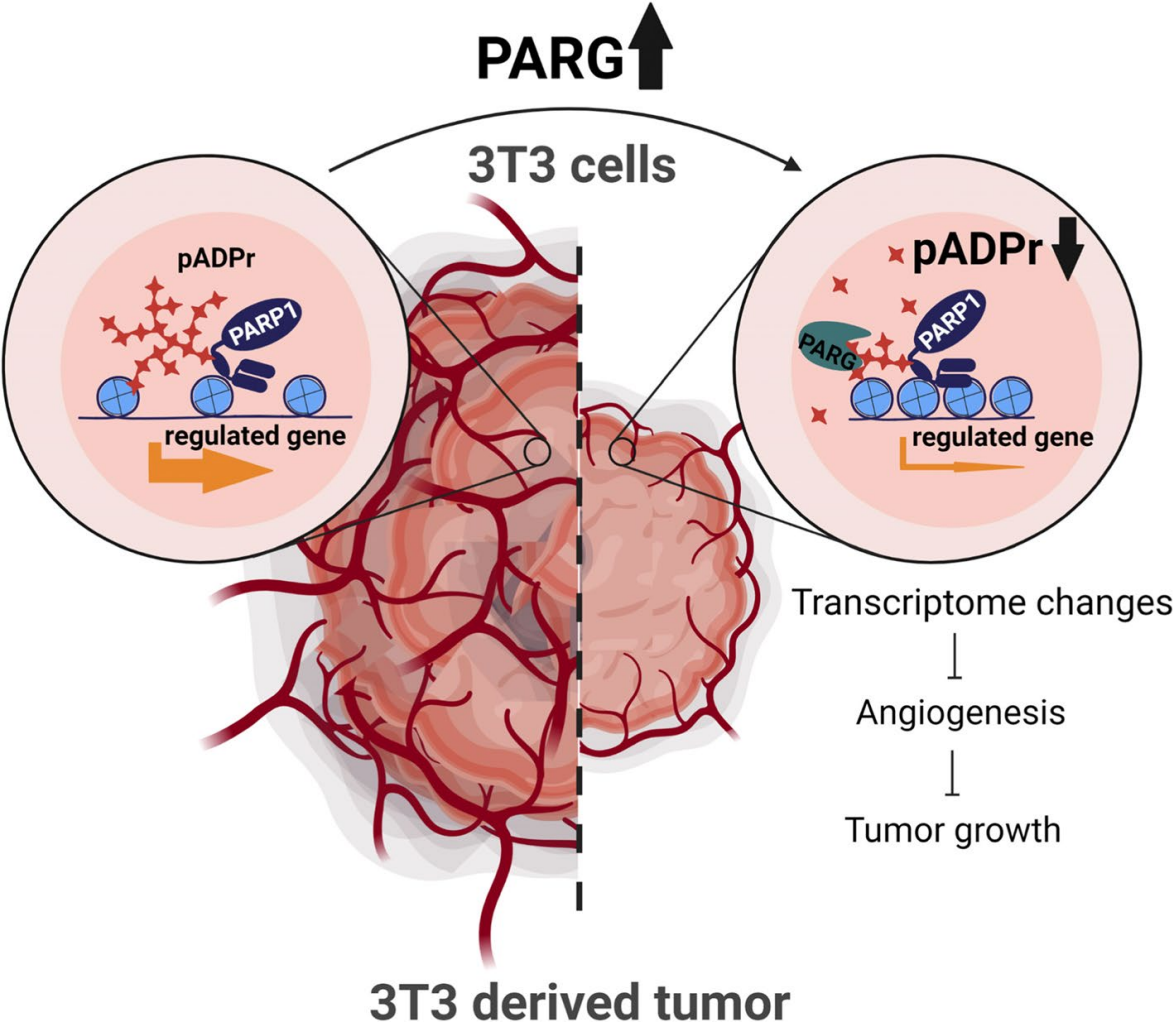
The proposed role of poly(ADP-ribosyl) ation pathway in tumorigenesis. hPARG overexpression in 3 T3 cells cause reduction of pADPr level, transcriptional changes and diminish 3 T3 originated tumor vascularization and growth

Due to a quite narrow spectrum of those genes, it would be interesting to further investigate, what makes those genes and/or their regulatory factors a common target for poly(ADP-ribosyl)ation. Based on the results of this work, we propose that, although the crosstalk between PARP and PARG in tumorigenesis and the genetic mechanisms by which poly(ADP-ribosyl) ation exerts its effect on a subset of genes are not yet fully understood, upregulation of PARG’s activity may be a potentially useful and unexplored avenue in the development of cancer treatment. We also acknowledge that the therapeutic, drug-induced overexpression of PARG is unlikely to be achieved. The upregulation of PARG utilized in this work was merely a demonstration of a proof of principle, mimicking the activation of PARG by overproduction of PARG polypeptide. In regard to potential way to activate PARG, it is important to note that both PARP and PARG have been found to have important regulatory phosphorylation sites [11]. Since PARG, unlike PARP, the activity of which is controlled by self-inhibition and resumed by PARG, appears to be the key regulatory enzyme that connects pADPr pathway with other cellular pathways, we intend to use our PARG expression system to search for specific PARG-modifying enzymes, to confirm their role by testing PARG phosphorylation mutants in vivo and in vitro, and to search for their specific, low molecular inhibitors and activators. We predict that this approach would be most effective for solid mass tumors that show high chemokine expression levels, and, as the pADPr pathway happen to be an independent from interleukin-driven, upstream regulation, it would be an auxiliary, independent from anti-inflammatory drugs, intervention [113].

In conclusion, based on the results of this work, we suggest that, although the crosstalk between PARP and PARG in tumorigenesis is not yet fully understood, upregulation of PARG’s activity may be a potentially useful and unexplored avenue in the development of cancer treatment. Specifically, we predict that this approach would be most effective for solid mass tumors that show high chemokine expression levels.

## Supplementary Information

**Additional file 1.**

## Data Availability

All data is available by request to corresponding author. 3 T3-hPARG and non-transfected 3 T3 cells transcriptome analysis is available at GEO, accession number GSE189637. To review GEO accession GSE189637: Go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE189637, Enter token qfezomcozbefjqb.

# Supplementary material for: PARG suppresses tumorigenesis and downregulates genes controlling angiogenesis, inflammatory response, and immune cell recruitment
**Source:** BMC Cancer. 2022 May 18;22:557. doi: 10.1186/s12885-022-09651-9
**Supplement:** Supplementary file 1 — Additional file 1.

## SUPPLEMENTAL DATA:

### **PARG suppresses tumorigenesis and downregulates genes controlling angiogenesis, inflammatory response, and immune cell recruitment**

Sarah Johnson<sup>1+</sup>, Yaroslava Karpova<sup>1,2+</sup>, Danping Guo<sup>1</sup>, Atreyi Ghatak<sup>1</sup>, Dmitriy A. Markov<sup>3,\*</sup> and Alexei V. Tulin<sup>1,\*</sup>

+ - These authors contributed equally to this work

**Keywords:** PARP; PARG; poly(ADP-ribose) glycohydrolase; poly(ADP-ribose) polymerase; poly(ADP-ribose), chemokines; tumorigenesis; 3T3 cells

### Kidney renal clear cell carcinoma

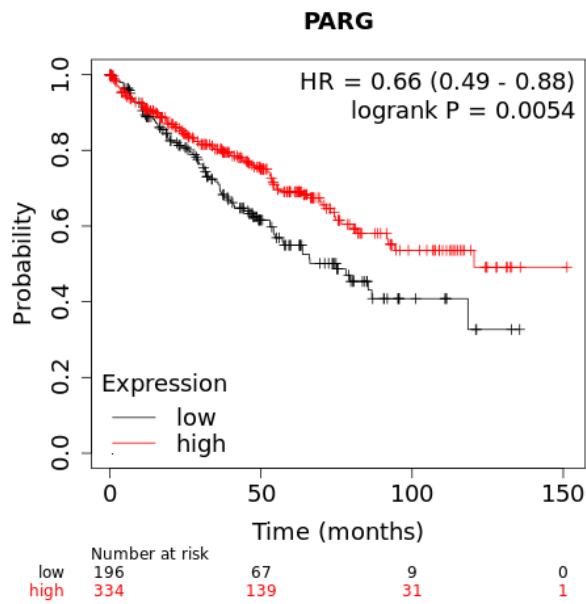

### Breast cancer PAM50 subtype:Her2

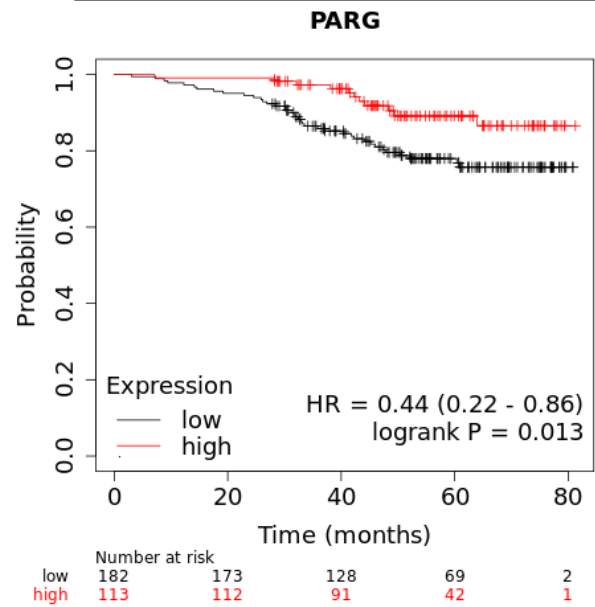

### Thymoma

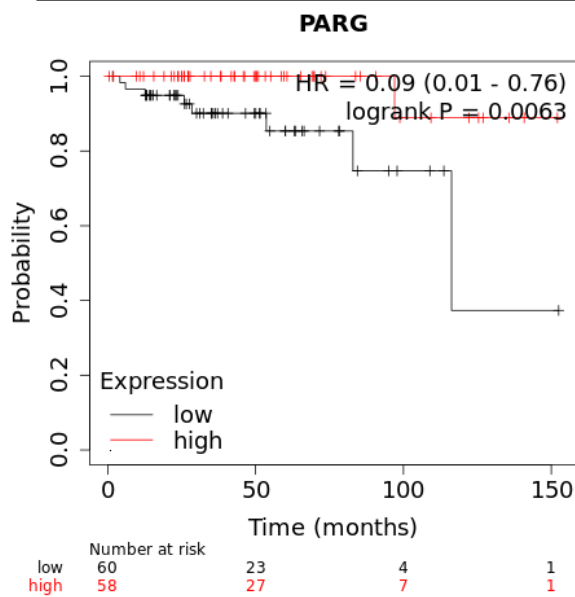

**Supplemental Figure S1. PARG expression related survival curves for renal cancer.** High expression of PARG is favorable in kidney renal clear cell carcinoma, breast cancer with PAM50 subtype Her2 and thymoma.

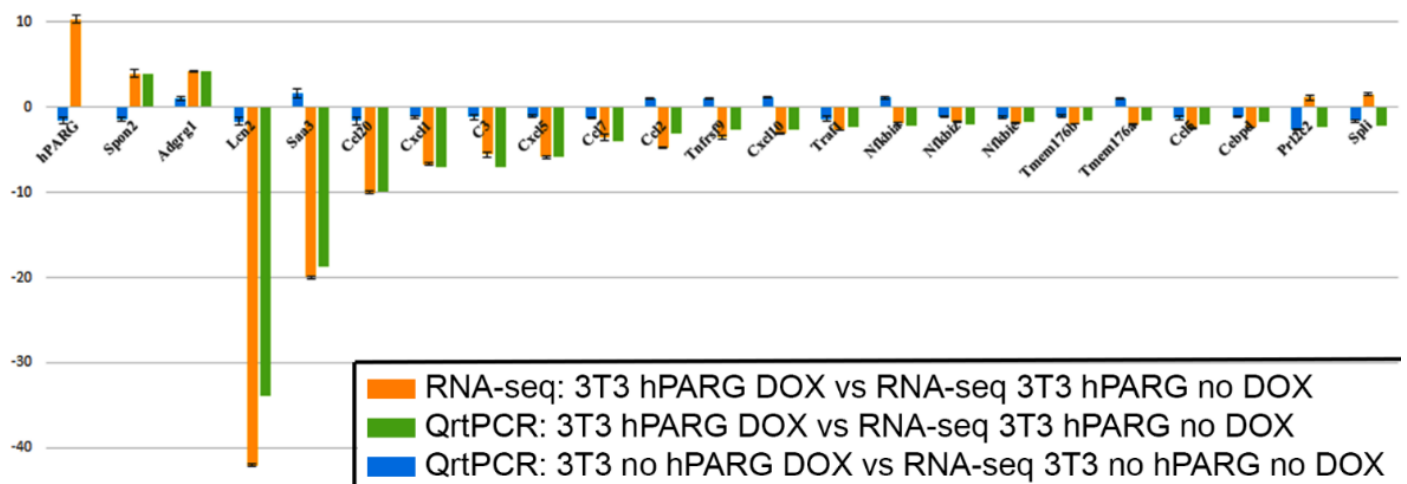

**Supplemental Figure S2. Quantitative PCR (qPCR) experiments confirm that the ectopic expression of hPARG in 3T3 swiss albino fibroblasts changes the expression profiles of chemokines.** Transduced and non-transduced 3T3 cells, with or without 500 ng/ml Doxycycline, were incubated for 72 hr, then RNA was isolated from the cells and submitted for RNA sequencing. The selected genes were validated by qPCR using specific primers listed in Supplemental Table A1. The colored bars represent the effect of hPARG on differential gene expression in fold change based on 3 biological replicates, error bars for qPCR are in SEM (\* $p < 0.05$ ). **Green bars:** cells transduced with lentiviral construct expressing hPARG via Doxycycline induction (hPARG +/+ DOX) relative to the same cells without doxycycline (hPARG +/- DOX); **blue bars:** cells not containing a lentiviral construct were treated with Doxycycline (hPARG -/+ DOX) relative to transduced cells without doxycycline (hPARG -/- DOX); **orange bars:** cells expressing hPARG via doxycycline induction (hPARG +/+ DOX) relative to the same cells without doxycycline.

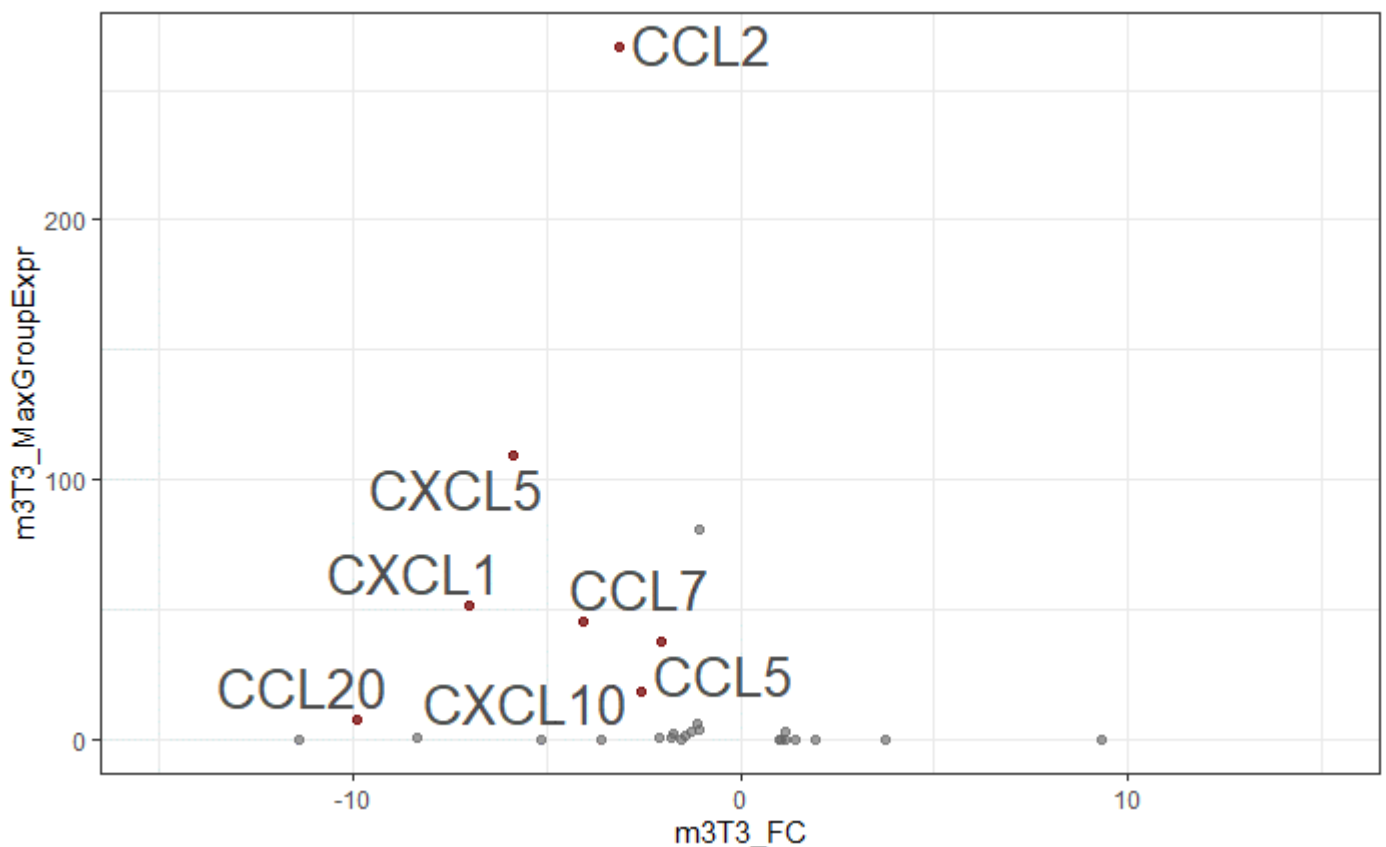

**Supplemental Figure S3.** All members of chemokine family were plotted relative to expression level (y axis, maximum group expression value, control group for downregulated genes) and fold change (x axis) in PARG

overexpressing malignant 3T3 cells. All chemokines that are expressing in 3T3 cells (expression level more than 1) are become downregulated under PARG overexpression.

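Of the 14 chemokine genes tested, 13 had a negative log2 fold change and 1 (Ccl27a) a positive one. In the list of 13 genes above the RPKM threshold, 6 were called neither without nor with the replicate block. The 7 tested chemokine genes without a call had log2 fold changes between -0.79 (Ccl17) and 0.22 (Ccl27a), and their lowest FDR with the block was 0.156 (Cx3cl1). The log2 fold change of Ccl25 was -0.12 (standard error 0.185), and it became positive when hPARG dish 2 was left out. Ccl27a went from 3.95 ± 1.01 to 4.59 ± 0.658 CPM (SD, n = 3), and Cx3cl1 from 12.3 ± 2.11 to 9.89 ± 1.21 CPM (SD, n = 3).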

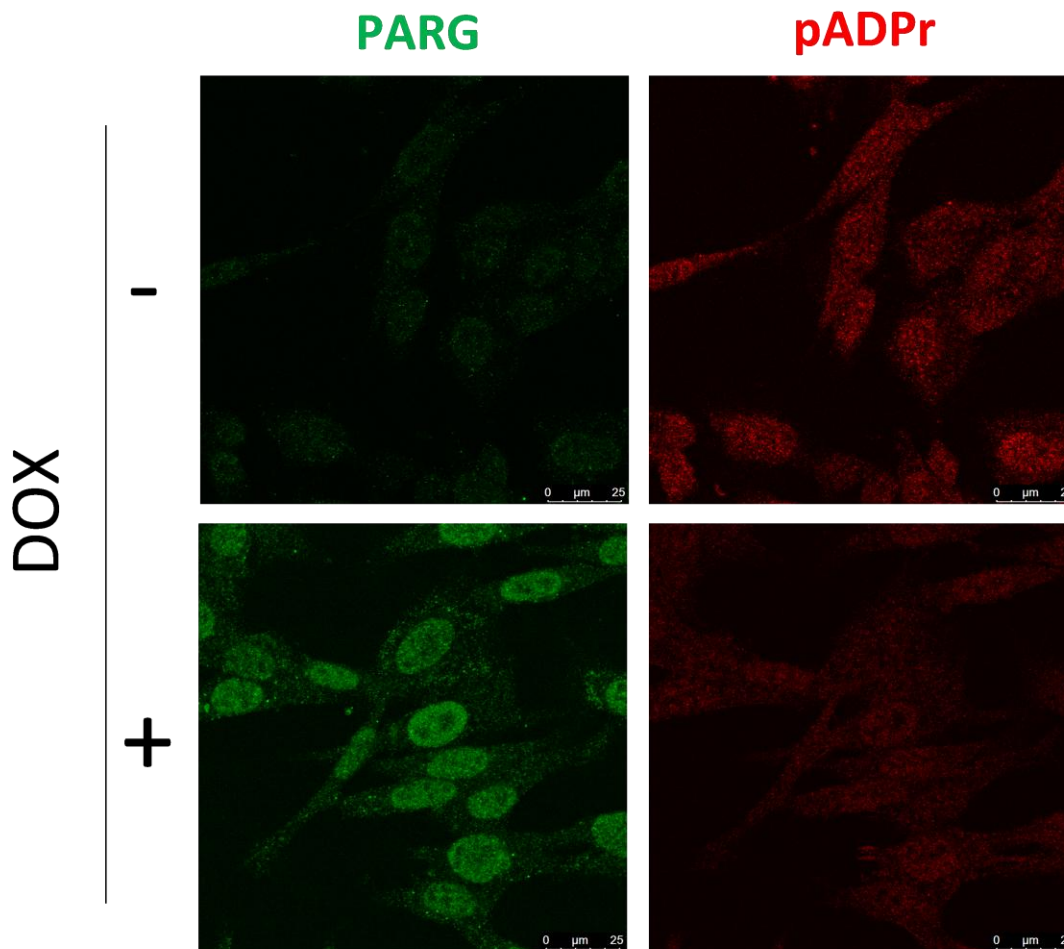

**Supplemental Figure S4. PARG overexpression and pADPr reduction in 3T3-hPARG cells.** Cells were grown in the presence (+) or in the absence (-) of doxycycline (DOX), fixed, and stained with rabbit anti-hPARG antibodies (green, Cell Signaling) or mouse anti-pADPr antibodies (red, H10, Santa Cruze).

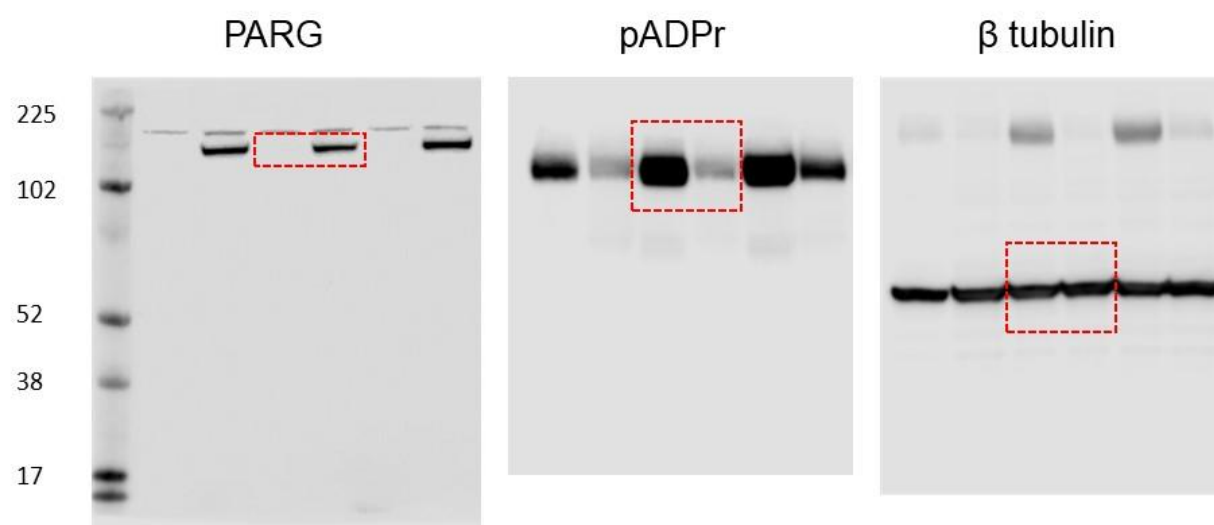

**Supplemental Figure S5. Uncropped Western Blots from Figure 1, panel B.** Membrane stained with antibodies to pADPr (H10, Santa Cruze),  $\beta$  tubulin (Millipore-Sigma), and hPARG (Cell Signalling).

### 3T3 derived tumors

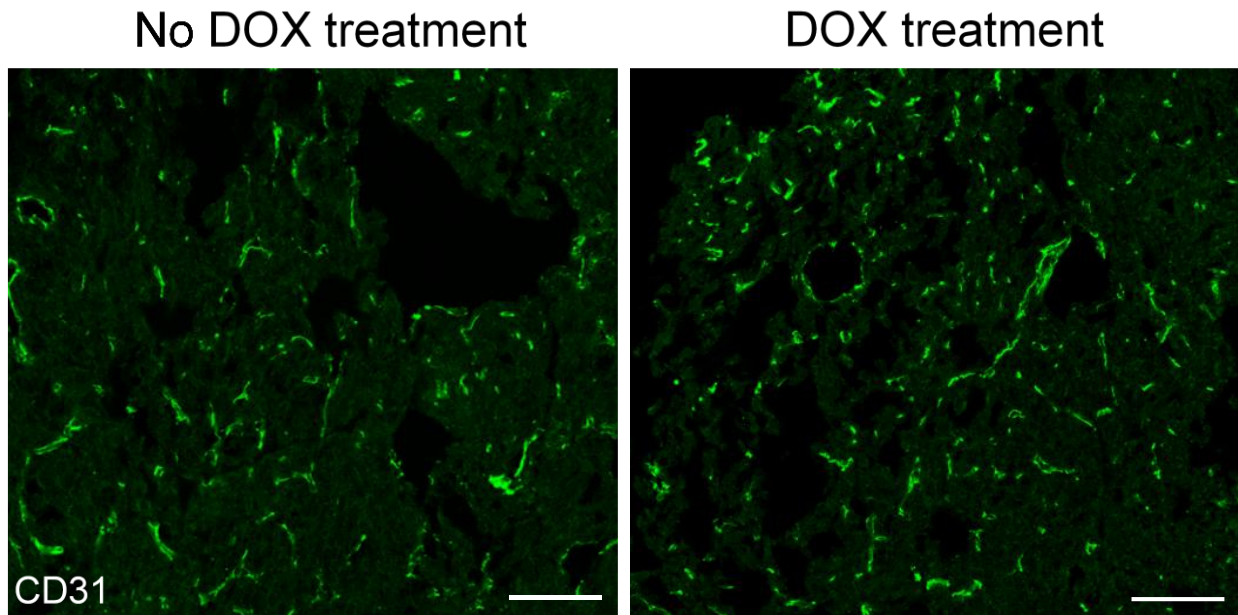

**Supplemental Figure S6. Tumors originated from 3T3 cells doesn't change endothelial count under doxycycline treatment.** Tumors were fixed, cryosectioned, and stained with rabbit antibodies to endothelial marker CD31 (BBA7, R&D Systems). The bar represent 100  $\mu\text{m}$ .

## SUPPLEMENTAL TABLES

| Mouse Gene ID | Human Symbol | DIOPT Score | Fold Change qPCR | Fold change RNA-seq | Log fold change RNA-seq | Log fold change qPCR | FDR p-value RNA-seq | Total Counts Mean Control RNA-seq | Total Counts Mean Doxycycline RNA-seq |
|---------------|--------------|-------------|------------------|---------------------|-------------------------|----------------------|---------------------|-----------------------------------|---------------------------------------|
| Adgrg1        | ADGRG1       | 14          | 4.2              | 7.83                | 2.97                    | 2.02                 | 0                   | 23                                | 175.33                                |
| C3            | C3           | 14          | -5.56            | -6.97               | -2.8                    | -2.54                | 0                   | 144                               | 20                                    |
| Cbr2          | DCXR         | 4           |                  | -5.65               | -2.5                    |                      | 6.73E-03            | 31.67                             | 5.33                                  |
| Ccl2          | CCL2         | 5           | -4.76            | -3.15               | -1.66                   | -2.34                | 0                   | 5,440.00                          | 1,669.33                              |
| Ccl20         | CCL20        | 15          | -10              | -9.87               | -3.3                    | -3.38                | 0                   | 255.33                            | 25.33                                 |
| Ccl5          | CCL5         | 13          | -2.5             | -2.07               | -1.05                   | -1.34                | 4.55E-06            | 503.33                            | 236                                   |
| Ccl7          | CCL7         | 10          | -3.57            | -4.05               | -2.02                   | -1.82                | 0                   | 918                               | 218.67                                |
| Cxcl1         | CXCL2        | 12          | -6.67            | -6.99               | -2.81                   | -2.80                | 0                   | 1,223.33                          | 170.33                                |
| Cxcl10        | CXCL10       | 16          | -3.13            | -2.58               | -1.37                   | -1.67                | 8.77E-11            | 689.33                            | 261                                   |
| Cxcl5         | CXCL6        | 15          | -5.88            | -5.86               | -2.55                   | -2.57                | 0                   | 4,302.33                          | 713.33                                |
| Hp            | HP           | 12          |                  | -6.84               | -2.77                   |                      | 3.71E-09            | 78.33                             | 11                                    |
| Lcn2          | LCN2         | 16          | -50              | -33.82              | -5.08                   | -5.42                | 0                   | 120.33                            | 3.33                                  |
| Nfkbia        | NFKBIA       | 14          | -1.92            | -2.17               | -1.11                   | -0.95                | 3.67E-08            | 1,597.00                          | 715                                   |
| Nfkbiz        | NFKBIZ       | 14          | -1.79            | -2                  | -1                      | -0.84                | 1.23E-05            | 776.33                            | 375.33                                |
| Pagr1a        | PAGR1        | 14          |                  | -3.21               | -1.68                   |                      | 4.55E-06            | 394.67                            | 115.33                                |
| Pr12c2        | PRL          | 4           | -2.6             | -2.3                | -1.2                    | -1.42                | 1.43E-06            | 662.67                            | 279.67                                |
| Saa3          | SAA2         | 7           | -20              | -18.66              | -4.22                   | -4.48                | 5.14E-09            | 59.33                             | 3                                     |
| Slpi          | SLPI         | 16          | -1.6             | -2.25               | -1.17                   | -0.73                | 8.23E-04            | 642.67                            | 274.67                                |
| Spon2         | SPON2        | 14          | 3.9              | 2.92                | 1.55                    | 1.96                 | 7.80E-04            | 72.33                             | 203                                   |
| Tnfrsf9       | TNFRSF9      | 14          | -3.57            | -2.65               | -1.41                   | -1.86                | 2.29E-03            | 171.33                            | 62.33                                 |
| Traf1         | TRAF1        | 15          | -2.7             | -2.34               | -1.22                   | -1.50                | 2.33E-06            | 257.67                            | 107.67                                |
| Txnip         | TXNIP        | 15          |                  | -2.24               | -1.16                   |                      | 1.02E-05            | 4,776.67                          | 2,093.00                              |
| Zbed6         | ZBED6        | 12          |                  | -26.26              | -4.71                   |                      | 2.18E-03            | 62.33                             | 2                                     |
| Zc3h12a       | ZC3H12A      | 14          |                  | -2.22               | -1.15                   |                      | 2.62E-07            | 388.33                            | 170                                   |

**Supplemental Table A1. Differential expression results from RNA-seq, QrtPCR, and DIOPT analyses.**

Human orthologs for the significantly differentially expressed mouse genes (fold change > 2, FDR corrected p-value < 0.05) found by RNA-seq analyses were determined using DIOPT (DRSC Integrative Ortholog Prediction Tool). DIOPT scores for each ortholog are listed. Fold change of hPARG+/+DOX vs hPARG+/-DOX for each differentially expressed gene is reported for RNA-seq and also QrtPCR (if available). 

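Supplemental Table A1 lists for each gene a human ortholog with its DIOPT score, the fold change and FDR of the authors' RNA-seq comparison, the qPCR fold change where measured, and a mean count per group. The counts of the deposited table, averaged over the 3 dishes of a group, were within 1 count of the table's mean for 48 of the 48 gene and group combinations, so the means are those of the counts before normalization. The log2 fold changes computed here without the replicate block differed from the table's by at most 0.0074 for the 23 tested genes. In the authors' deposited comparison, 24 of the 16898 genes with a test result passed an FDR of 0.05 and a 2-fold difference, and 35 passed the FDR alone. Those 24 are the genes of Supplemental Table A1. These calls are the authors'.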

FDR corrected P-values for RNA-seq data are also listed, as well as normalized total mean counts for each treatment group as calculated in CLC.

| Genes                         | Forward Primer           | Reverse Primer           |
|-------------------------------|--------------------------|--------------------------|
| <b>Adgrg1</b>                 | CCGAGCTTCATCTTCTCCTTC    | GCTGCTGCAATTCCTTCTTG     |
| <b>C3</b>                     | GCAGGTCATCAAGTCAGGCT     | TAGCTGGTGTGGGCTTTTC      |
| <b>Ccl2</b>                   | CTCAGCCAGATGCAGTTAACGCCC | GGTGCTGAAGACCTTAGGGCAGAT |
| <b>Ccl5</b>                   | TGAAGATCTCTGCAGCTGCCC    | GATTGGAGCACTTGCTGCTGG    |
| <b>Ccl7</b>                   | CAAAGAAGGGCATGGAAGTCTG   | ATCCCTTAGGACCGTGATCAAC   |
| <b>Ccl20</b>                  | CGACTGTTGCCTCTCGTACA     | AGGAGGTTTCACAGCCCTTTT    |
| <b>Cxcl1</b>                  | CAAGAACATCCAGAGCTTGAAGGT | GTGGCTATGACTTCGGTTTGG    |
| <b>Cxcl5</b>                  | GCTGCCCCTTCCTCAGTCAT     | CACCGTAGGGCACTGTGGAC     |
| <b>Cxcl10</b>                 | AAGTGCTGCCGTCATTTTCT     | GTGGCAATGATCTCAACACG     |
| <b>Lcn2</b>                   | ATGTCACCTCCATCCTGGTC     | CACACTCACCACCCATTTCAG    |
| <b>Nfkb<math>\beta</math></b> | TACGAGCAAATGGTGAAGGA     | TTCTCTTCGTGGATGATTGC     |
| <b>Nfkb<math>\zeta</math></b> | TCTCACTTCGTGACATCACC     | GGTTGGTATTTCTGAGGTGGAG   |
| <b>Prl2c2</b>                 | TGAGGAATGGTCGTTGCTTT     | TTCATGGGGCTTTTGTCTC      |
| <b>Saa3</b>                   | TGCCATCATTCTTTGCATCTTGA  | CCGTGAACCTTCTGAACAGCCT   |
| <b>Spli</b>                   | GCTGTGAGGGTATATGTGGGAAA  | CGCCAATGTCAGGGATCAG      |
| <b>Spon2</b>                  | GCAACTATCCACAAGACACAG    | TGAGGCGTGGGTAGTAGAATG    |
| <b>Tnfrsf9</b>                | AGGTGGACAGCCGAACGTAAACAT | TTCTTCTTCCTGTGGACATCGGCA |
| <b>Traf1</b>                  | AGATGATGAGGATCGGATCTGT   | TTGAAGGAA CAGCCAACACC    |

**Supplemental Table A2. Primer sets used for quantitative real time PCR analysis (3T3 vs 3T3 hPARG).**

Sequences are shown in 5'-to-3' direction.

How the deposited data were processed for this re-analysis (not part of the article)

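The RNA of 6 dishes of mouse 3T3 cells from a clone with the doxycycline-inducible hPARG cassette was analysed, 3 dishes with 500 ng/ml doxycycline for 72 h (hPARG) and 3 without (control). The sample labels name single wells of a 6-well plate, whereas the methods describe 10 cm dishes, and the word dish is used here. Poly(A) libraries were sequenced as 150 bp paired-end reads. The authors trimmed adapters and mapped the reads to GRCm38 with the Ensembl release 96 annotation in CLC Genomics Workbench 12.0, with a mismatch cost of 2, insertion and deletion costs of 3, length and similarity fractions of 0.8 and up to 10 hits per read.

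The authors deposited counts per gene, which are whole numbers for each of 41819 genes, without normalization. The authors also deposited RPKM values, which their software made by dividing the counts by gene length and a library total that is not stated, and these were used to decide which chemokine genes were expressed. The authors' deposited log2 fold changes and FDR values from their own comparison were used beside Supplemental Table A1 only. The paper's text does not say whether strand was used in counting. All gene identifiers were found in GENCODE release M21, and 177 gene names differed from it. Coordinates are those of GRCm38.

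Count totals were 25263818, 22512587 and 21619908 in control dishes 1 to 3 and 22136902, 23897120 and 22482282 in hPARG dishes 1 to 3. The 20 genes with the most counts held between 7.76% and 9.59% of the counts of a dish. A gene with 3 counts or fewer in a dish was treated as at the floor of detection. Precision is limited by 3 dishes per group, and an exact permutation test of 3 against 3 cannot give a p under 0.1.

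Genes were kept with edgeR's filterByExpr (minimum count 10), which left 11509, normalized by TMM and compared with glmQLFit and glmQLFTest in edgeR 4.0.16 (R 4.3.3, limma 3.58.1). Genes were called at an FDR (Benjamini-Hochberg over the tested genes) under 0.05 and a difference of more than 2-fold. Standard errors were computed as the absolute log2 fold change divided by the square root of the F statistic. The main model had no block, because the paper's methods name no pairing of dishes. The pairing used in the second model comes from the replicate numbers in the sample labels. Gene sets were tested with fry (two-sided, with adjustment over 4 sets): targets of NF-kB outside the 24 genes of Supplemental Table A1, targets of ATF4, interferon-stimulated genes and the 13 mitochondrially encoded protein genes. The lists of these sets and of chemokine and interleukin genes were written by hand. Chemokine enrichment was tested with Fisher's exact test (scipy 1.17.1), and the correlation with qPCR by permutation with 100000 resamples.

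Genes named in the text were chosen by a rule. They are the genes the paper names from RNA-seq or qPCR, the chemokine and interleukin genes that passed the filter, and up to 10 called genes outside the 24 with the largest changes and no overlap between groups, of which there were 0. Genes named beyond this rule are said to be chosen after their values were seen.

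The main choices, the alternatives and the gene lists were set before the data were examined. The alternatives were DESeq2 1.42.0, RLE size factors, library size only, no filter, at least 10 counts in every dish, the likelihood ratio test with and without a filter, the replicate block, each dish left out in turn, camera for the gene sets, and other thresholds for expression. A correction for GC content and exon length (splines with 4 degrees of freedom per dish), combinations of the replicate block with DESeq2, with no filter and with this correction, a block that parts only the dishes numbered 2, the replicate block in the qPCR correlation, and counts summed over overlapping genes were added after the data were seen.

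The fits were tested on simulated data with the dispersions estimated from these dishes with the block and 200 genes changed 4-fold. In the simulations a gene counted as called at an FDR under 0.05 at any fold change, and each setting was simulated once. Without simulated replicate effects, 98% of the changed genes were called without the block and 97.5% with it (11353 genes tested), and 9.26% and 10.1% of the called genes were unchanged ones. With simulated replicate effects the shares called were 90.5% and 96% (11356 genes tested), and 0% and 6.34% of the called genes were unchanged. Except for the 0%, these shares of unchanged genes lie above the FDR threshold of 0.05. An FDR just under 0.05 may therefore understate the share of false calls. With no gene changed, between 0 and 2 genes were called.

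The paper's PANTHER and Ingenuity analyses, the qPCR measurements themselves, the tumors and the immunostaining were not analysed here.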

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

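Gene sets that the paper does not report on were tested, and 2 of them passed the threshold in the model without the replicate block. The test that concerns doxycycline was chosen only after the results were seen. The 6 dishes can be split 3 against 3 in 10 ways, of which 4 part all 3 same-numbered pairs (the real one among them) and the other 6 part 1 pair, so a share of these 4 cannot go under 0.25 (0.1 for all 10).

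The 33 tested targets of NF-kB outside the 24 genes of Supplemental Table A1 had a median log2 fold change of -0.31, and 31 of them were lower in hPARG cells (fry, FDR = 0.00922 over 4 sets). With the replicate block the median was -0.31 and the FDR 0.0886, and over all alternatives the FDR ranged from 6.5e-22 to 0.0886. The value of 6.5e-22 came from camera, a competitive test with a preset correlation between genes of 0.01. Among the alternatives tested with fry the lowest FDR was 0.00144, without control dish 1. With the block, 16 of the 33 genes were called individually at any fold change. Among the 4 splits that part all pairs, 1, the real one, gave a median this far from 0, and the highest in the other splits of this kind was 0.17. This cannot be told apart from the grouping of dishes at this sample size. The count totals of the groups were nearly equal (medians 22512587 in control and 22482282 in hPARG), so thinning every dish to the smallest library could hardly move the median (-0.311) and shows no stability. With the mitochondrially encoded genes and the 20 genes with the most counts left out of the library totals it was -0.33, but these genes hold so few of the counts that leaving them out could hardly move it either. None of 10000 random sets matched on GC content, exon length and expression had a median as low, so the share is 0.01%, the smallest these draws can give. Random sets need not change together as these targets can, so this share does not measure the spread between dishes. No dish had doxycycline without hPARG, so an effect of doxycycline itself cannot be told apart from an effect of hPARG in these data, although the paper's qPCR in Supplemental Fig. S2 includes cells without the construct. The targets of ATF4, which a mitochondrial stress response to doxycycline would raise, had a median of -0.03. The mitochondrially encoded genes, which doxycycline could also raise, had a median of 0.64 with all 13 higher (fry, FDR = 0.144). These sets differ and do not settle whether the drug acted. A lower NF-kB response in hPARG cells may explain the pattern of the NF-kB targets, and this hypothesis was found and tested on the same dishes.

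The 40 tested interferon-stimulated genes had a median log2 fold change of -0.33 (-0.328), and 40 of them were lower in hPARG cells (fry, FDR = 0.0244). With the replicate block the median was -0.33 and the FDR 0.111, and over all alternatives the FDR ranged from 1.7e-23 to 0.111. These alternatives include camera as well. With the block 12 of the genes were called individually at any fold change. Among the 4 splits that part all pairs, 1, the real one, gave a median this far from 0. The highest in the other splits of this kind was 0.27 without the block and 0.29 with it. Thinning to the smallest library gave a median of -0.32 and leaving out the abundant genes -0.35, and neither could move it by much. No matched random set had a median as low, which gives a share of 0.01%, the smallest possible, with the same limit. Doxycycline itself was not separated from hPARG here either. Several genes of this set respond to NF-kB as well, and whether the 2 sets change independently was not tested. The values are consistent with a lower inflammatory response in hPARG cells, and with an effect of the drug or of the grouping of dishes.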

How the results depend on the processing

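No cause is tested in this part, and settings chosen after the data were seen are named as such. The number of genes called at an FDR under 0.05 and more than 2-fold was 10 and moved with the test, the filter and the block. It was 22 with DESeq2, 16 with no filter, 30 with the likelihood ratio test, 34 with that test and no filter, and 23 with the replicate block. Leaving out each dish in turn gave from 3 to 13 genes. At any fold change the counts were 48, 16, 65, 59 and 330 under the same 5 settings, and from 3 to 13 with a dish left out. Settings chosen after seeing the data gave 19 genes with the correction for GC content and length (27 at any fold change), 25 with the correction and the block (327), 17 with DESeq2 and the block (264), 39 with the block and no filter (788), and 22 with a block for the dishes numbered 2 alone (176).

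Genes called higher numbered 1, but 2 with DESeq2, 6 with the likelihood ratio test, 5 with that test and no filter, and 2 with the block. With a dish left out the number stayed at 1. Genes called lower numbered 9, and 20, 24, 29 and 21 under these settings, 15 with no filter, and from 2 to 12 with a dish left out. Of the 24 genes of Supplemental Table A1, 10 were called, against 22 with DESeq2 or the likelihood ratio test, 23 with that test and no filter, 16 with no filter, 23 with the block, and from 3 to 13 with a dish left out. Of the combinations chosen after seeing the data, DESeq2 with the block called 17, the block with no filter 24, and the block for the dishes numbered 2 called 22. Chemokine genes called lower went from 4 to 7 with DESeq2, library size only, no filter, the likelihood ratio test or the block, and lay between 1 and 6 with a dish left out. Chemokine genes expressed went from 13 to 7 with an RPKM above 10. Interleukin genes called went from 0 to 1 with the block. The causes were not tested, except where a test is given among the other observations.

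The NF-kB targets lost the threshold with the block (median -0.308) and without hPARG dish 2 (-0.348) or 3 (-0.316), and the medians with each dish left out ranged from -0.36 to -0.17. The interferon-stimulated genes lost it with the block (-0.332) and without control dish 2 (-0.288) or 3 (-0.362) or hPARG dish 2 (-0.342) or 3 (-0.349), and the medians with each dish left out ranged from -0.36 to -0.29. The ATF4 targets passed it with camera (-0.0342) and without control dish 1 (medians from -0.087 to -0.0087 with a dish left out). The mitochondrially encoded genes passed it with camera (0.641). The cause was not tested.

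Parg changed sign without hPARG dish 2 and ranged from -0.031 to 0.117 with a dish left out. The same ranges were -0.252 to 0.036 for Ccl25, -0.145 to 0.087 for Ccl9, -0.067 to 0.259 for Il15, -0.161 to 0.034 for Parp1, -0.13 to 0.292 for Pgf, -0.013 to 0.107 for Vegfb and -0.032 to 0.058 for Vegfd, which was also -0.0073 with library size only. None of these genes was called in the fits compared, and the cause was not tested. Of 556 comparisons of named genes with an alternative, 457 kept direction and side of the threshold, 67 became stronger, 20 weaker and 12 reversed.

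The correlation with qPCR and the enrichment of chemokine genes kept their direction and passed their threshold in every alternative run. Depth limits Saa3, Lcn2, Cxcl2, Cxcl9 and Zbed6, whose hPARG dishes held few counts.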

Differences from the paper's values

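The number of differentially expressed genes at an FDR under 0.05 and more than 2-fold was 10, against the paper's 24. Of the alternatives set before the data were examined, DESeq2 (22), no filter (16), the likelihood ratio test (30), that test with no filter (34) and the replicate block (23) came within 1.5 times the paper's number, and RLE size factors, library size only, at least 10 counts in every dish and each dish left out did not. Among settings chosen after seeing the values, the correction for GC content and length (19), that correction with the block (25), DESeq2 with the block (17) and a block for the dishes numbered 2 (22) also came within 1.5 times, and the block with no filter called 39 genes, among them all 24 of the paper. Genes called higher numbered 1 against the paper's 2, and DESeq2 and the replicate block gave 2. Both called Spon2 and Adgrg1. Genes called lower numbered 9 against the paper's 22. DESeq2 (20), no filter (15), the likelihood ratio test (24), that test with no filter (29) and the block (21) came within 1.5 times the paper's number.

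Chemokine genes called lower numbered 4 against the paper's 7. The number was 7 with DESeq2, library size only, no filter, the likelihood ratio test and the block, 6 without control dish 2 and 5 without hPARG dish 2. Genes of the IL17A pathway called lower numbered 2 against the paper's 5. The number was 5 with no filter and with the block, and 4 with DESeq2, library size only, the likelihood ratio test and without control dish 2. It was 3 without hPARG dish 2. It was 1 with any other single dish left out and with at least 10 counts in every dish. Chemokine genes expressed above an RPKM of 1 numbered 13 against the paper's 8, with 9 above an RPKM of 5 and 7 above 10 within 1.5 times the paper's number, while a CPM above 1 gave 13.

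The fold decrease of Ccl7 was 4.05 against the paper's 2 in its text. Without control dish 3 it was 3.52 and without hPARG dish 2 it was 3.42, which differ from the paper's value by less than the spread of the dishes without reaching it, and no other alternative came as close. The fold decrease of Ccl5 was 2.06 against the paper's 4 in its text, and none of the alternatives set before the data were examined closed the gap. Supplemental Table A1 itself gives a decrease of 2.07-fold for Ccl5 and 4.05-fold for Ccl7, close to the values here, so the folds in the paper's text are exchanged between these 2 genes relative to its own table, and the processing here is not the source of the gap. The lowest number of counts in a dish was 21619908 (21.62 in the unit of the paper's minimum of 50 for reads). Counts of fragments assigned to genes and reads are different quantities, and no alternative applies.

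Zbed6, which the paper calls lower, did not pass the filter. It was called with the block and no filter (log2 fold change -4.85, FDR = 2.41e-12), a setting chosen after seeing the values, and was not called with DESeq2, with no filter alone or with the likelihood ratio test and no filter. Nfkbiz, also in the paper's list, had a log2 fold change of -0.9995 and was not called. It was called with no filter, with the likelihood ratio test and no filter, and with the block. The paper describes every chemokine expressed in these cells as lower in hPARG cells. The log2 fold change of Ccl27a was 0.22, and Ccl9 (-0.05), Cxcl12 (-0.14), Ccl25 (-0.12), Cx3cl1 and Ccl17 were not called either, without or with the block. The paper also lists CXCL2 and CXCL9 among genes lower in hPARG cells, and the mouse genes Cxcl2 and Cxcl9 had at most 4 counts in any dish. Supplemental Table A1 gives human CXCL2 as the ortholog of mouse Cxcl1, which fell 6.98-fold and was called.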

Other observations

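The test of doxycycline on the mitochondrially encoded genes was chosen only after the result was seen, and the rule that a summed locus is informative only where the gene holds at least 20% of the counts was set after the counts were seen. For each number of genes called, the real grouping was compared with the 4 splits of the dishes that part all 3 same-numbered pairs. Only 1 of the 4, the real one, gave as many genes called without the block, at either threshold, as many called higher, as many called lower, as many chemokine genes, and as many genes called with the block. The other splits of this kind called 0 genes, with 34 to 122 genes at an unadjusted p under 0.05 without the block and 53 to 641 with it. The 6 splits that part 1 pair also called 0 genes, with 91 to 3296 at an unadjusted p under 0.05. The real split called 0 interleukin genes without the block, so the count of 4 of 4 splits with as many is fixed in advance. With the block it called 1 and the other splits of this kind 0. For the ATF4 targets, 2 of the 4 gave a median of the ATF4 targets as far from 0. A share of these 4 splits cannot go under 0.25, and a share of all 10 cannot go under 0.1, so counting splits cannot exclude the grouping of the dishes in this design.

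With the replicate block, 307 genes outside the 24 of Supplemental Table A1 passed an FDR of 0.05, all with changes under 2-fold. Counts simulated with the replicate effects and no change with treatment gave 0 called genes with the block and 512 at an unadjusted p under 0.05, of 11375 tested. The block removes effects simulated in this way by construction, so this does not show whether the real differences between replicates produced the calls. In the model without the block the same simulated counts gave 44 genes at an unadjusted p under 0.05. After a correction for GC content and exon length within the block model, 84.7% of the 307 genes were still called. A block that parts only the dishes numbered 2 called 53.3% of the 330 genes, which is consistent with the deviation of these 2 dishes accounting for much of the difference between the models. Of these genes, Cp (log2 fold change -0.97 and FDR = 1.77e-05 with the block), Mt2 (-0.91, FDR = 0.000216), Fas (-0.89, FDR = 0.00207) and Anxa8 (0.92, FDR = 0.000434) had large changes and were chosen after their values were seen. In the quasi-likelihood model without the block and without the correction, none of these 4 genes passed the FDR, while Mt2 was called without the block after the correction for GC content and length.

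The shared deviation of the dishes numbered 2 followed exon length, with a Spearman's rho of 0.558 across genes, and did not follow GC content (rho = 0.0259). A candidate explanation is a difference in library preparation that shifts counts between short and long transcripts and that both dishes numbered 2 share. No batch is named for these dishes, so no batch was tested directly. The dishes numbered 1 and 3 did not pair in this way, since control dish 3 and hPARG dish 1 correlated more (r = 0.335) than the pair numbered 1 (r = 0.0963) or 3 (r = 0.168).

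The 13 mitochondrially encoded genes had a median log2 fold change of 0.64, and 13 of them were higher in hPARG cells (fry, FDR = 0.144, and 0.0886 with the block, with a range from 2.08e-14 to 0.328 over the alternatives), so the set did not pass the threshold. The alternatives include camera, with which the set did pass it. Over the alternatives the median ranged from 0.287 to 0.825. With the block 12 of the 13 genes were called individually at any fold change. The mitochondrial share of counts was 0.604%, 0.707% and 0.782% in the control and 0.697%, 0.947% and 1.38% in the hPARG dishes, higher in hPARG cells in 3 of 3 same-numbered pairs. Thinning to the smallest library, which could hardly move it, left a median of 0.63 (0.635). Among the splits that part all pairs 1 of 4, the real one, gave a median as far from 0, but a split that parts 1 pair gave 0.72. Doxycycline itself could raise these transcripts, since it inhibits mitochondrial translation, and no dish had doxycycline without hPARG, so this cannot be told apart from an effect of hPARG.

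For Pagr1a, the counts summed with Pagr1b and Gm42742 had a log2 fold change of -0.14, where Pagr1a alone had -1.69. A candidate explanation for its decrease is that reads of shared exons were assigned to Gm42742 in place of Pagr1a in the hPARG dishes. Within the control dishes, Pagr1a likewise had 623 counts where Gm42742 had 127, and 264 where it had 359. For Zbed6, the sum with Gm38394 had a log2 fold change of 0.30, but Zbed6 held 6.02% of the summed counts in control, so the sum could not show its change either way. For Prl2c2, the sum with the other Prl2c genes had a log2 fold change of -1.21, where Prl2c2 alone had -1.20. Prl2c2 held 96.8% of those counts in control, so a loss of its reads to these relatives does not account for its decrease.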
